# Chromatin regulator SMARCAL1 modulates cellular lipid metabolism

**DOI:** 10.1038/s42003-023-05665-6

**Published:** 2023-12-21

**Authors:** Taylor Hanta Nagai, Chrissy Hartigan, Taiji Mizoguchi, Haojie Yu, Amy Deik, Kevin Bullock, Yanyan Wang, Debra Cromley, Monica Schenone, Chad A. Cowan, Daniel J. Rader, Clary B. Clish, Steven A. Carr, Yu-Xin Xu

**Keywords:** Mechanisms of disease, Molecular medicine

## Abstract

Biallelic mutations of the chromatin regulator SMARCAL1 cause Schimke Immunoosseous Dysplasia (SIOD), characterized by severe growth defects and premature mortality. Atherosclerosis and hyperlipidemia are common among SIOD patients, yet their onset and progression are poorly understood. Using an integrative approach involving proteomics, mouse models, and population genetics, we investigated SMARCAL1’s role. We found that SmarcAL1 interacts with angiopoietin-like 3 (Angptl3), a key regulator of lipoprotein metabolism. In vitro and in vivo analyses demonstrate SmarcAL1’s vital role in maintaining cellular lipid homeostasis. The observed translocation of SmarcAL1 to cytoplasmic peroxisomes suggests a potential regulatory role in lipid metabolism through gene expression. SmarcAL1 gene inactivation reduces the expression of key genes in cellular lipid catabolism. Population genetics investigations highlight significant associations between SMARCAL1 genetic variations and body mass index, along with lipid-related traits. This study underscores SMARCAL1’s pivotal role in cellular lipid metabolism, likely contributing to the observed lipid phenotypes in SIOD patients.

## Abstract (web summary)

This study presents in vitro, in vivo, and human genetic evidence showing that the chromatin regulator SmarcAL1 plays an indispensable role in regulating cellular lipid metabolism, a mechanism linked to the lipid phenotypes seen in SIOD patients.

## Introduction

SMARCAL1 (also known as SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily A-like protein 1) belongs to the SNF2 (sucrose non-fermenting type 2) motor protein family^1,2^. The protein consists of multiple domains that share homology with HepA-related protein (HARP), an ATP-dependent annealing helicase, and DNA-coupled ATPase. SMARCAL1 plays important roles in diverse cellular processes, including chromatin assembly and remodeling, transcription regulation, and DNA damage repair^3^.

Biallelic loss-of-function mutations in the SMARCAL1 gene are responsible for Schimke Immunoosseous Dysplasia (SIOD, MIM 242900), an autosomal recessive disorder characterized by severe growth defects and premature death^4,5^. SIOD is a multisystemic disease affecting various organs. Its primary clinical features include defective chondrogenesis, skeletal dysplasia, renal failure, and immunodeficiency. Notably, about half of SIOD patients experience cardiovascular complications, including transient ischemic attacks, stroke, and myocardial infarction, which are presumed to be associated with cerebral and coronary ischemia^5–7^.

Premature atherosclerosis is a notable phenotype frequently seen in SIOD patients, yet it remains relatively understudied^6^. This condition is prevalent and has been identified to impact the arteries of vital organs, including the brain, heart, and lungs. In these patients, arterial plaques exhibit classic characteristics of atherosclerosis, including focal lipid deposition, intimal and medial hyperplasia, macrophage infiltration, and the formation of foam cells.

Furthermore, hyperlipidemia is frequently observed in individuals with SIOD, in certain reported cases, exceptionally elevated levels of blood total cholesterol (TC) and triglyceride (TG) have been documented (e.g., TC, up to 915 mg/dl; TG, 215 mg/dl; and low-density lipoprotein cholesterol (LDL-C), 220 mg/dl)^8,9^. In specific tissues, there have been reports of fat accumulation, such as extensive adipose deposition found between myocytes within the hearts of SIOD patients^5^. The leading cause of premature atherosclerosis is likely hyperlipidemia, although the mechanisms underlying its development remain poorly understood.

SMARCAL1, a chromatin regulator, forms complexes with replicating protein A (RPA)^10–12^. The majority of research on SMARCAL1 has centered on its nuclear activities during DNA replication and replication-associated DNA damage repair^13^. However, recent studies have shed light on SMARCAL1’s additional role in regulating the transcription of numerous genes^14–16^. SMARCAL1 deficiency has been shown to affect gene expression in fibroblasts obtained from SIOD patients, resulting in abnormal responses to heat stress in both Drosophila and mice^16^. While the precise mechanisms governing SMARCAL1’s transcriptional regulation remain unclear, further studies in this area could yield important insights into its biological functions.

Here, using a proteomic approach, we discovered that SmarcAL1 (referring to the gene name in mice and rats) interacts with angiopoietin-like 3 (Angptl3), a well-known lipoprotein regulator, suggesting a potential role for SmarcAL1 in lipid metabolism. Deleting the SmarcAL1 gene in cell models down-regulated the expression of many genes essential for cellular lipid catabolism, leading to a significant accumulation of TGs and fatty acids (FAs). In mice, the knockout (KO) of the SmarcAL1 gene resulted in elevated blood TG levels. Our findings are reinforced by population genetics studies, which show significant association between genetic variations at the SmarcAL1 gene locus and both body mass index (BMI) and various lipid-related traits. Our study unveils an unexpected facet of SMARCAL1’s role in lipid metabolism, which is vital for normal growth and development. Disruption of this function could potentially contribute to the development of SIOD.

## Results

### Proteomic analysis revealed that SmarcAL1 interacts with Angptl3

ANGPTL3 is a key lipoprotein regulator^17^. In our investigation of potential cellular targets for Angptl3, we utilized the McArdle-RH7777 (McA) rat liver cell line as a cell model. We generated McA cell lines stably expressing either an Fc tag or Fc-tagged human Angptl3 (Fc-ANG3) with its secretion signal at their N-termini. Notably, while the expression of endogenous Angptl3 (rat) was extremely low (barely detectable by Western analysis, Figs. S1, top and S8A), the stable Fc- and Fc-Angptl3-expressing cell lines provide a valuable model system for proteomic analyses aimed at identifying Angptl3-interacting proteins. Western analysis confirmed the efficient expression of Fc and Fc-Angptl3 (Figs. S1 and S8).

We used an unbiased quantitative proteomic approach known as Stable Isotope Labeling by Amino acids in Cell culture (SILAC) to identify proteins that interact with Angptl3^18,19^. In this method, Fc and Fc-Angptl3 cells were metabolically labeled with modified amino acids (Fig. 1A). Protein-A affinity pull-down (PD) was then used to precipitate the labeled Fc and Fc-Angptl3 and its interacting partners^20,21^. Figure 1B illustrates that the interacting proteins are well represented in the two independent replicates. The results show that Angptl3 selectively associates with specific cytoplasmic proteins (Fig. 1C). However, the most abundant interacting proteins identified were the nuclear SmarcAL1 complex containing RPA1 and RPA2^13^. To assess the specificity of this interaction, we generated two additional McA cell lines expressing either Fc-Angptl4 or Fc-Angptl8. Affinity PD analyses demonstrated that SmarcAL1 exclusively interacts with Angptl3, but not with Angptl4 and Angptl8 (Figs. 1D and S9)^22–24^. The specific binding of Angptl3 with the SmarcAL1/RPA complex suggests a functional significance in lipid metabolism.

**Fig. 1:**
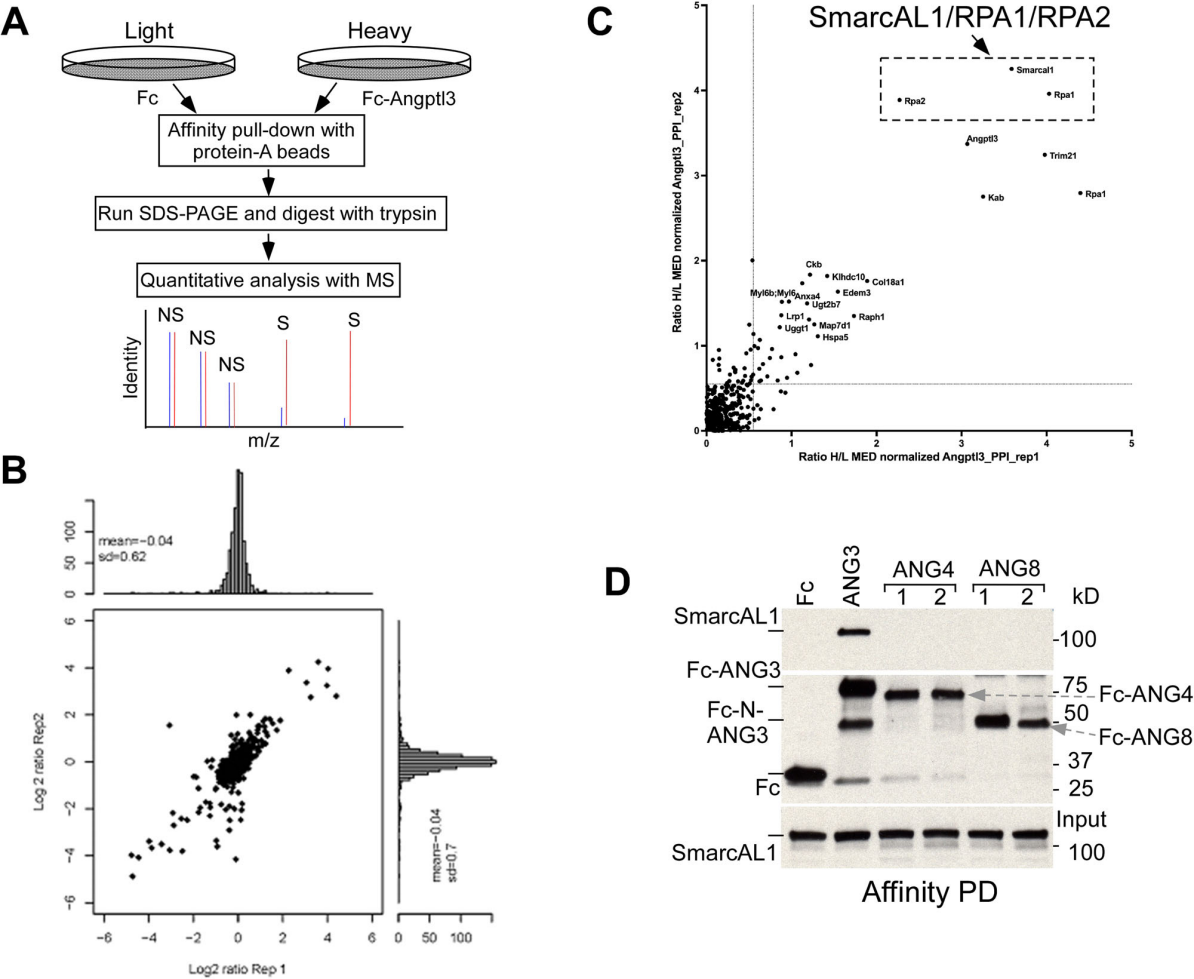
SmarcAL1 interacts with lipoprotein regulator Angptl3. **A** Schematic representation of SILAC (Stable Isotope Labeling by Amino acids in Cell culture) proteomics workflow. **B** Proteomic analysis of Angptl3-interacting proteins. Extracts of Fc and Fc-Angptl3 McA cells (two replicates for each cell line) (as in Fig. S1) labeled with modified amino acids were incubated with protein-A beads for affinity pull-down (PD) assays. Precipitates were subjected for SILAC proteomic analysis. X and Y axes represent log2 ratios for Fc-Angptl3- vs. Fc-interacting individual proteins for replicates 1 and 2, respectively. **C** Scatter plot represents log2 ratio change of proteins specifically co-PDed with Fc-Angptl3. Each dot represents a single protein. **D** SmarcAL1 specifically interacts with Angptl3, but not with Angptl4 and Angptl8. Western analysis of the protein-A affinity precipitates from Fc, Fc-Angptl3, -Angptl4, and -Angptl8 cells with anti-SmarcAL1 (top and bottom) and HRP-conjugated anti-Fc (middle) antibodies. See Fig. S9 for full images of this panel.

### SmarcAL1 is indispensable for maintaining cellular lipid homeostasis

To investigate SmarcAL1’s role in lipid metabolism, we used a plasmid-based CRISPR/Cas9 system to inactivate the SmarcAL1 gene in McA cells (see Methods). After screening, we isolated two single cell clones (C1 and C4) exhibiting heterologous inactivation of the SmarcAL1 gene (SmarcAL1^+/−^) in the McA cells (Figs. 2A and S10). The SmarcAL1 mutations were confirmed using the T7 endonuclease I assay^25^. Western analysis indicate that SmarcAL1 protein level was greatly reduced (Figs. 2A, bottom, and S10). Interestingly, under standard growth conditions, the mutant cells displayed a notable accumulation of lipid droplets (LDs), a phenotype not observed in the control cells (Fig. 2A, top).

**Fig. 2:**
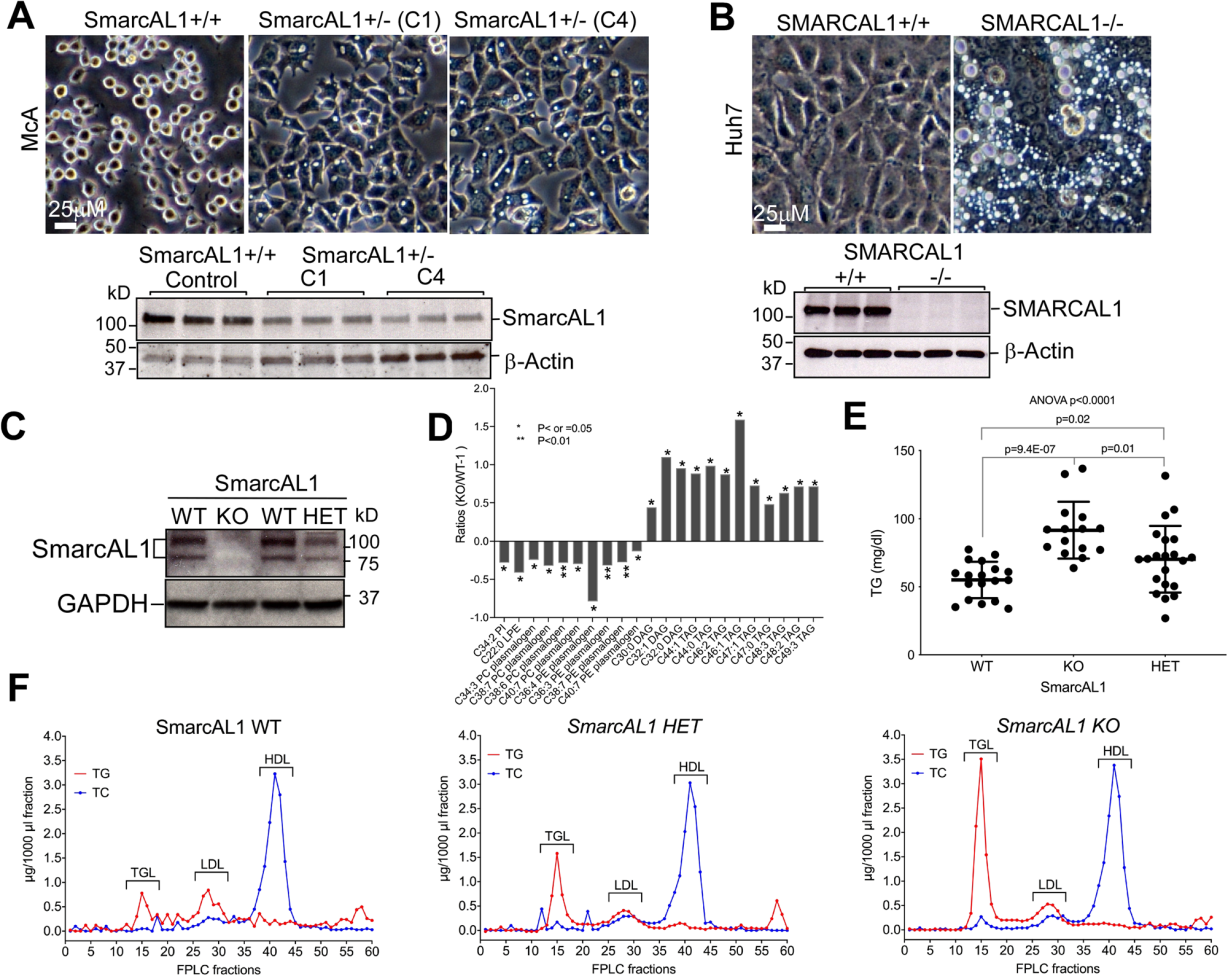
Inactivation of SmarcAL1 gene in cells disrupts cellular lipid homeostasis and SmarcAL1 KO in mice drastically increases plasma triglyceride (TG) levels. **A**, **B** Inactivation of SmarcAL1 gene in cells induces massive lipid droplet (LD) formation. Heterologous (**A**) and homologous (**B**) inactivation of SmarcAL1 genes in McA (**A**) and Huh7 (**B**) cells, respectively, induced LD formation captured under light microscopy (top). SmarcAL1 expression was confirmed with Western analysis (three replicates for each cell line) with anti-SmarcAL1 and -β-actin antibodies (bottom). C1 and C4 in A represent two McA clones with heterologous inactivation of SmarcAL1 gene. **C** Confirmation of SmarcAL1 heterozygous (HET) or homozygous (KO) gene deletion in mice. Western analysis of SmarcAL1 expression of liver extracts from the mice as indicated using anti-SmarcAL1 and -GAPDH antibodies. See Figs. S10–S12 for full images of the Western blots. **D** Metabolomic analysis of plasma from the WT and KO littermates (3 mice each). Ratios were calculated by comparing the averages of each metabolite of KO mice with those of WT mice and minus one. **E**, **F** Inactivation of SmarcAL1 gene increases plasma TG levels in mice. Plasma TG levels from individual littermates of the WT, HET, and KO mice with normal chow diet. Individual plasma samples were measured for TG using TG colorimetric assay kit (Cayman). Each dot represents a single mouse (**E**). Comparison of the plasma TG and total cholesterol (TC) profiles from the littermates of the WT, HET, and KO mice. Pooled plasma samples (from six mice each) from WT, HET and KO mice were fractionated by FPLC, and the fractions were analyzed for TG and TC separately. TG-rich lipoprotein (TRL), LDL and HDL in the fractions are indicated (**F**). *P* values calculated from *t* test and two-way ANOVA as indicated.

To reproduce this phenotype in a different cell type, we used a lentivirus-based CRISPR/Cas9 system to generate homozygous inactivation of the SMARCAL1 gene (SMARCAL1^−/−^) in human hepatoma Huh7 cells (see Methods). Western analysis confirmed the successful inactivation (Figs. 2B, bottom, and S11). We isolated individual SMARCAL1^−/−^ and control clones, wherein the mutant clones exhibited a pronounced accumulation of LDs. Notably, these phenotypes in SMARCAL1^−/−^ Huh7 cells were much more obvious than those from the SmarcAL1^+/−^ McA cells (Fig. 2B versus 2 A, tops).

To investigate changes in cellular lipid metabolites in SmarcAL1^+/−^ McA and SMARCAL1^−/−^ Huh7 cells as compared to their respective wild-type (WT) controls, we conducted comprehensive metabolomics analyses. In alignment with the observed lipid phenotypes, we detected increased accumulation of TGs, FAs, plasmalogens, and various other lipid metabolites (Figs. S2 and S3, see Supplementary Data 1 and 2 for respective details). It is worth noting that certain distinctions emerged between the two cell types. For instance, in SMARCAL1^−/−^ Huh7 cells, we observed elevated TG levels with longer carbon chains and reduced TG levels with shorter carbon chains (Fig. S3A), whereas in SmarcAL1^+/−^ McA cells, we observed increases in all TG metabolites (Fig. S2A). Across both cell types, an increased accumulation of FAs was consistently observed. Collectively, our data indicate that SmarcAL1 deficiency disrupts cellular lipid metabolism, underscoring the important role of SmarcAL1 in maintaining cellular lipid homeostasis.

To provide in vivo evidence, we generated SmarcAL1 gene deletion mice using the CRISPR/cas9 genome editing system (see Methods). After extensive screening, we obtained one strain (SmarcAL1^−/−^) with confirmed SmarcAL1 gene deletion and null protein expression (Figs. 2C, and S12). Our initial body weight analysis did not show significant changes among the littermates of the WT, heterozygous (HET) and homozygous (KO) gene deletion mice (Fig. S4A). Blood TG tests unveiled elevated plasma TG levels in both the HET and KO mice, with a more increase observed in the KO mice when compared to their respective WT littermates (Fig. 2E). Plasma FPLC analysis confirmed a significant rise in TG-rich lipoprotein (TRL) levels in both the KO and HET mice (Fig. 2F), while TC, high-density lipoprotein cholesterol (HDL-C), LDL-C, and glucose levels exhibited no apparent changes (Fig. S4B–F). It’s worth noting that there is a discrepancy in the TG levels between Fig. 2E, F. This variance could be attributed to variations in the measuring methods used, as well as limitations arising from the exclusion of the mice in the FPLC assay due to constraints related to plasma sample availability.

Furthermore, mass spectrometric analysis of plasma lipid metabolites showed an increase in neutral lipids, such as TG and diglycerides (DG), along with a decrease in the levels of membrane lipids, including phosphatidylethanolamine (PE) and phosphatidylcholine (PC) plasmalogens, in KO mice when compared to their WT counterparts (Fig. 2D). This suggests an enlargement in the sizes of TRL particles. It is noteworthy that the KO mice did not show the apparent change in blood cholesterol levels, which is an important lipid phenotype observed in SIOD patients^8,9^. We hypothesized that this discrepancy may be due to differences in lipid metabolism between humans and mice as previously confirmed^26,27^ (see Discussion).

The elevated plasma TG levels could be attributed to several factors. In vitro assays have revealed that the homozygous inactivation of the SMARCAL1 gene in Huh7 cells effectively blocked the uptake of Dil-very low-density lipoproteins (Dil-VLDLs) (Fig. S5A, B). This finding is supported by the reduced LRP1 expression in the McA cells upon SmarcAL1 gene inactivation (see below), aligning with the high blood TG levels observed in SmarcAL1 KO mice (Fig. 2E, F). While these cells also exhibited decreased secretion of VLDL particles (Fig. S5C, D), we reasoned that the slowed or reduced uptake of TRLs, specifically those derived from dietary fat, may exert a more pronounced impact on blood TG levels than the reduction in secretion. Nonetheless, further in vivo investigations are necessary to confirm this hypothesis. Taken together, the above results underscore the significant role of SmarcAL1 in regulating cellular lipid metabolism, particularly in modulating blood TG levels within the mouse model.

### SmarcAL1 translocates from nuclei to cytoplasmic peroxisomes

SmarcAL1 is a nuclear protein. Its interaction with cytoplasmic Angptl3 likely occurs in cytoplasm. To investigate this, we performed confocal immunofluorescence assays using a variety of cell types, including the cell lines that we generated. Our investigations confirmed the earlier observation that SmarcAL1 indeed presents in cytoplasm^15^. Interestingly, during our analysis, we noted the presence of numerous dot-like structures within the cytoplasm that exhibited a significant enrichment of SmarcAL1 signal. After conducting many rounds of experimentation, we identified that these dot-like structures bore a resemblance to peroxisomes within the cytoplasm. To validate this observation, we carried out a confocal immunofluorescence analysis with anti-PMP70 (a marker for peroxisomes)^28^ and anti-SmarcAL1 antibodies using human primary hepatocytes (Thermo Fisher). Our investigation verified the presence of SMARCAL1 in both the nucleus and the cytoplasm. Notably, we observed that the cytoplasmic SMARCAL1 exhibited co-localization with PMP70 within these dot-like structures (Fig. 3A, B).

**Fig. 3:**
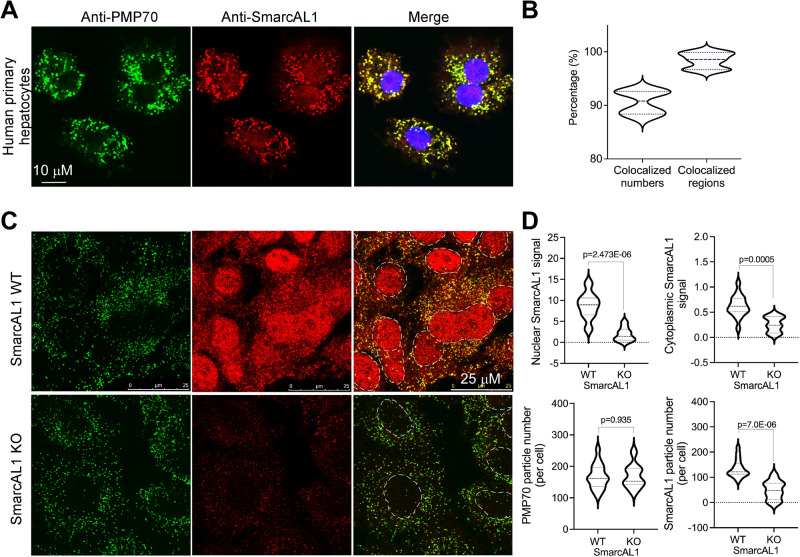
SMARCAL1 translocates from nucleus to cytoplasm and enriches on peroxisomes. **A** Enrichment of SMARCAL1 on peroxisomes. Human primary hepatocytes were fixed and hybridized with anti-PMP70 (peroxisome marker, green) and -SmarcAL1 (red), and then with fluorescence-labeled secondary antibodies. Images were acquired with confocal microscopy. **B** Image quantification. Quantification was carried out from two independent experiments as in **A**. The averages and deviations were calculated from ~200 human hepatocytes. **C** Immunofluorescence analysis of SMARCAL1 distribution in SMARCAL1 KO and WT Huh7 cells. The cells were analyzed as in **A**. **D** Image quantification. Quantification of PMP70 and SMARCAL1 signals in cytoplasm and nucleus from the images as in **C**. Quantification was carried out from three independent experiments. The averages and deviations were calculated from three clones of the KO and control cells (>3000 cells for each). *P* values were calculated with *t* test as indicated.

To confirm that the signal observed at peroxisomes originated from SMARCAL1, we conducted a similar analysis using SMARCAL1 KO Huh7 cells as described in Fig. 2B (Fig. 3C, D). We hypothesized that the absence of SMARCAL1 would eliminate the signal at peroxisomes. In the WT control cells, we observed the presence of SMARCAL1 signal within the nuclei and cytoplasmic dot-like structures, where SMARCAL1 co-localized with PMP70 (Fig. 3C, top). In contrast, in the KO cells, we noted a significant reduction in the signal within both the nuclei and cytoplasmic peroxisomes (bottom). This observation supports the notion that the signal emanating from peroxisomes indeed originates from the SMARCAL1 protein. It is worth noting that the similar numbers of peroxisomes observed in both the WT and KO cells suggest that SMARCAL1 is not required for the assembly of peroxisomes (Fig. 3D). These findings offer evidence of SMARCAL1’s translocation to cytoplasm and its subsequent localization within peroxisomes.

### Inactivation of SmarcAL1 gene down-regulated the expression of many genes that are essential for cellular lipid metabolism

It is likely that SmarcAL1-regulated gene expression is the major mechanism underlying the lipid phenotypes observed. To investigate this, we conducted an RNA-seq assay to identify alterations in gene expression in cells with SmarcAL1 gene inactivation. 

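RNA from 3 WT and 3 SmarcAL1+/- cultures of McA cells, a rat hepatoma line, was sequenced, and the edited gene itself was lower in the edited cells. Smarcal1 (ENSRNOG00000016503), on chromosome 9 of Rnor_6.0 from 79944131 to 79990229, had an FPKM of 9.05 in WT cells (the authors' confidence bounds 7.45 to 10.7) and 4.07 in SmarcAL1+/- cells (bounds 3.28 to 4.86). This was 2.22-fold lower, a log2 ratio of -1.13, with q = 0.0001 in the authors' deposited table. That q is the smallest given and was shared by 6017 genes. Among genes with an FPKM of at least 1 in either group, 1359 were at least 2-fold lower. The median log2 ratio of the 12 listed housekeeping genes was -0.68, so the fall of Smarcal1 was smaller relative to them. The methods place the guide RNA targets in exon 2, so the RNA level of an edited allele need not fall. The other members of the list of SMARCAL1 partners and fork remodelers, proteins that act with SMARCAL1 on stalled replication forks, moved both ways. Of 11 members, Smarcal1 included, 6 were lower and 4 were higher, with a median log2 ratio of -0.42 that became 0.26 when the ratios were centred on the median of the housekeeping genes. Zranb3, another fork remodeler, fell from 2.94 to 0.921 FPKM. Rpa1 and Rpa3, subunits of the single-strand binding protein RPA, fell from 54 to 21.8 FPKM and from 139 to 50.4 FPKM, whereas Rpa2 rose from 25.8 to 46.2 FPKM and the recombinase gene Rad51 from 22.7 to 36 FPKM.

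The libraries were stranded total RNA libraries depleted of ribosomal RNA. According to the submitters' processing notes, the authors trimmed the reads, aligned them with STAR 2.4.2 to Rnor_6.0 and estimated and compared FPKM, a fragment count scaled by transcript length and library size, with Cufflinks 2.2.1 and Cuffdiff. The values used here are the authors' single FPKM estimate per group and their comparison of the groups, which lists only genes called different by the authors at p and q under 0.05. The p and q values together imply that 12069 genes were tested, so 69.9% of them were listed. No value per culture and no read count was used, so the spread between cultures and the depth are unknown and no test of single genes could be made here. FPKM ratios were computed on the log2(FPKM + 0.1) scale, which understates the change of low genes, for the 7946 listed genes with an FPKM of at least 1 in either group. The sample labels name the SmarcAL1+/- cells U2, whereas the paper names the clones C1 and C4 (Fig. 2A). They do not say whether the 3 cultures of a group are separate clones, so a difference between clones is not separable from a difference between genotypes. The methods describe plasmid-based editing of the McA cells, whereas the labels describe lentiviral delivery and also name a guide RNA against EDEM3. Edem3, whose locus overlaps another listed gene, had an FPKM of 20.6 in WT and 27.1 in SmarcAL1+/- cells.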

We hypothesized that the heterologous deletion of SmarcAL1 in McA cells would provide a better cell model for understanding its role in transcription regulation, while its diminished expression would allow its functions in other cellular processes. Our results, presented in Fig. 4, demonstrate that the deletion significantly down-regulated multiple pathways and processes crucial for cellular lipid metabolism (Fig. 4B). 

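Genes of cholesterol synthesis, fatty acid synthesis and lipoprotein assembly were lower in SmarcAL1+/- than in WT McA cells. Of 20 cholesterol synthesis enzymes, 19 were among the listed genes and all 19 were lower, with a median log2 ratio of -2.51. Dhcr24, which reduces the side chain of sterols, fell from 42.9 to 1.73 FPKM, and Dhcr7, which acts on 7-dehydrocholesterol, fell from 38.8 to 2.82 FPKM. Fdps, which makes farnesyl diphosphate, fell from 338 to 16.6 FPKM and Idi1, an isomerase of the same branch, from 64.7 to 4.51 FPKM. Among 11 other sterol-regulated genes, 8 were lower and 1 was higher, with a median log2 ratio of -1.23 that became -0.56 when centred on the housekeeping genes. Insig1, which retains the sterol sensor in the endoplasmic reticulum, fell from 64.8 to 16.2 FPKM, Lpin1 from 2.55 to 0.835 FPKM and Tmem97 from 233 to 94.8 FPKM. The 1 higher member was Sqstm1, which rose from 283 to 505 FPKM and encodes an autophagy receptor rather than a protein of sterol metabolism.

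Of 22 genes of fatty acid synthesis and desaturation, 14 were lower and 2 were higher, with a median log2 ratio of -1.82. Acss2, which activates acetate, fell from 19.6 to 1.59 FPKM, the desaturase gene Fads1 from 187 to 23.4 FPKM and the elongase gene Elovl2 from 32.6 to 4.93 FPKM. Scd2, a stearoyl-CoA desaturase gene with close paralogs that may share its reads, fell from 1145 to 159 FPKM. Srebf1, which encodes a transcription factor of lipid synthesis and overlaps Rai1, fell from 16.5 to 6.06 FPKM. The elongase genes Elovl7 and Elovl3 rose from 59 to 113 FPKM and from 8.29 to 11.3 FPKM. All 16 kept members of a list of 19 apolipoproteins and VLDL assembly genes were lower, with a median log2 ratio of -1.87. Apoa2 fell from 164 to 3.71 FPKM, Apoc2 from 154 to 17.6 FPKM, Apoc1 from 131 to 24 FPKM and Apon from 10 to 1.3 FPKM. Apoe fell from 935 to 630 FPKM, a log2 ratio of -0.57 that became 0.11 when centred on the housekeeping genes.

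The median of all kept genes was itself at a log2 ratio of -0.25, and relative to it the medians of these lists were -2.26 for cholesterol synthesis, -1.57 for fatty acid synthesis and -1.62 for the apolipoproteins. Each of these 3 medians lay below that of every one of 10000 random lists of the same size matched on mean expression, so that p = 0.0002 by this permutation test, the smallest it can give. A one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 64 tests on 32 lists, asked whether members were more often lower than the other listed genes. The adjusted p was 5.97e-05 for cholesterol synthesis, 0.0148 for fatty acid synthesis, 0.000246 for the apolipoproteins and 0.101 for the other sterol-regulated genes. The median of the other sterol-regulated genes stood at percentile 0.12 among matched random lists (permutation test, p = 0.0026). Genes are not independent replicates, and only genes the authors called could be compared. Most of these members are also in the study's own lists, which hold only genes strongly lower in these samples, so leaving them out weakens a list by construction and does not test its robustness. The adjusted p was then 0.0887, 0.898 and 0.0887 for cholesterol synthesis, fatty acid synthesis and the apolipoproteins. Under the other alternatives it ranged from 4.53e-05 to 0.000557, from 0.00568 to 0.0489 and from 0.000116 to 0.00568.

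**Figure D1:**
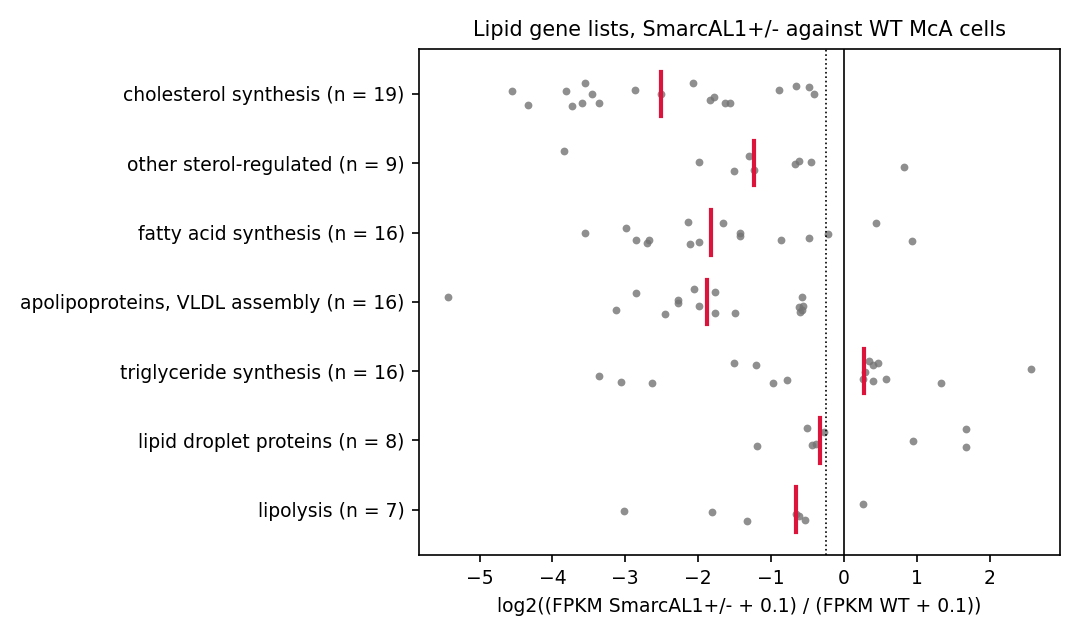
Log2 ratios of FPKM in SmarcAL1+/- over WT McA cells for 7 gene lists, where each point is a gene, the red bar the list's median, the solid line 0 and the dotted line the median of all kept genes at -0.25. All 19 cholesterol synthesis genes lie left of 0, whereas the 16 triglyceride synthesis genes lie on both sides.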

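Nuclear genes of oxidative phosphorylation, the TCA cycle and the mitochondrial ribosome were lower in SmarcAL1+/- McA cells, by less than the lipid synthesis genes. Of 92 nuclear genes of oxidative phosphorylation, 64 were lower and 3 were higher, with a median log2 ratio of -0.60 that became 0.08 when the ratios were centred on the median of the housekeeping genes. Ndufa8, a subunit of complex I, fell from 102 to 31.7 FPKM, and the ATP synthase genes Atp5g3 and Atp5c1 fell from 2003 to 661 FPKM and from 394 to 131 FPKM. Cox4i1 rose from 285 to 368 FPKM and Uqcrq from 35.4 to 44.7 FPKM. The 5 listed genes encoded by mitochondrial DNA were lower, with a median of -0.61 that became 0.07 after the same centring, and Mt-nd3 fell from 3542 to 2059 FPKM. All 17 listed TCA cycle genes of 21 were lower, with a median log2 ratio of -0.75 that became -0.0761 after the same centring. Among them, Pdha1 of the pyruvate dehydrogenase complex fell from 72.1 to 23.5 FPKM and Idh3a from 95.7 to 43.2 FPKM. Of the 56 listed genes of the mitochondrial ribosome, 47 were lower, with a median of -0.78 that became -0.11. Mrpl3 fell from 78.9 to 17.1 FPKM, whereas Mrps31 rose from 10.4 to 19.1 FPKM.

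Of 24 genes of peroxisomal fatty acid oxidation, 15 were lower and 1 was higher, with a median log2 ratio of -0.93. The median became -0.26 when centred on the housekeeping genes, and -0.48 with an FPKM of at least 5 required. Crot, which makes carnitine esters of shortened fatty acids, fell from 25.5 to 6.88 FPKM and Ehhadh, which encodes a bifunctional enzyme of peroxisomal oxidation, from 1.35 to 0.283 FPKM. The neighbouring thioesterase genes Acot3 and Acot4, paralogs that may share reads, fell from 3.81 to 0.87 FPKM and from 10.8 to 2.2 FPKM. Acot8, which overlaps Zswim3, rose from 2.52 to 6.82 FPKM. Abcd3, the gene of the peroxisomal membrane protein PMP70, fell from 47.3 to 35.4 FPKM, a log2 ratio of -0.42 that became 0.26 after centring on the housekeeping genes. Of 16 peroxins, which assemble peroxisomes, 1 was lower and 4 were higher, and the median log2 ratio of 0.44 became -0.55 for the 2 with an FPKM of at least 5. Pex10 fell from 7.44 to 2.71 FPKM, and Pex26 rose from 2.28 to 3.97 FPKM. Of 24 genes of mitochondrial fatty acid oxidation, 14 were lower and 5 were higher, with a median log2 ratio of -0.53 that became 0.14 after centring on the housekeeping genes. Etfdh fell from 42 to 11.2 FPKM, Hadh from 67.5 to 19 FPKM and Cpt2 from 7.76 to 2.19 FPKM, whereas Hadhb rose from 179 to 359 FPKM.

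By the Fisher's exact test for direction, the adjusted p was 1.61e-13 for oxidative phosphorylation, 0.000166 for the TCA cycle, 1.1e-05 for the mitochondrial ribosome, 0.00274 for peroxisomal and 0.151 for mitochondrial fatty acid oxidation. Against random lists matched on mean expression, the median of oxidative phosphorylation stood at percentile 1.3, that of the TCA cycle at 2.5, that of the mitochondrial ribosome at 0, that of peroxisomal oxidation at 0.13 and that of mitochondrial oxidation at 9.5. With an FPKM of at least 5 required, peroxisomal oxidation stood at percentile 23.1. Leaving out members of the study's lists, which removes strongly lower genes by construction, put oxidative phosphorylation at 10.9 and peroxisomal oxidation at 20.5. The share of lower genes rose with expression, from 38.6% among the 795 genes with the lowest mean FPKM to 68.7% among the 795 with the highest. The Fisher's exact test is not matched on expression. By it the cytosolic ribosome had an adjusted p of 0.0148, although its median stood at percentile 56 among matched random lists. All 12 listed housekeeping genes were also lower, with a median log2 ratio of -0.68. They are listed only because they were called different, so they are not a reference known to be unchanged. Of these, Actb fell from 1608 to 447 FPKM and Ubc from 33.2 to 10.7 FPKM. With a change of at least 2-fold required, the adjusted p was 0.118 for peroxisomal oxidation (0.00223 to 0.0247 under the other alternatives) and 0.144 for the TCA cycle (0.000116 to 0.000477). The 5 TCA cycle genes left at 2-fold were all lower, so the test could give no smaller p for them.

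**Figure D2:**
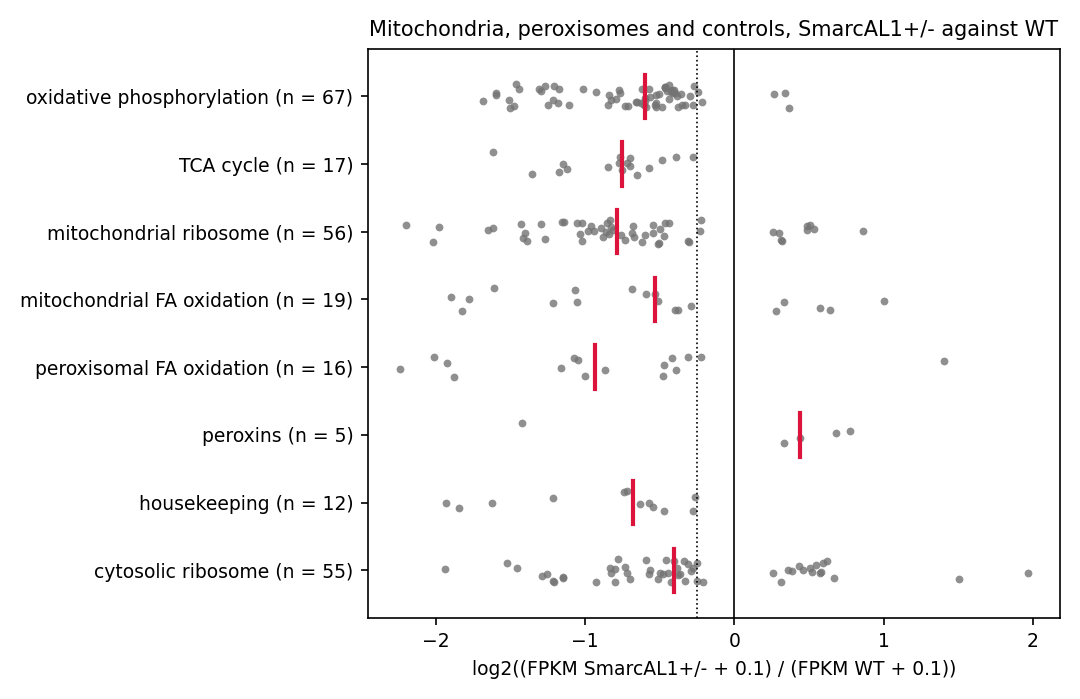
Log2 ratios of FPKM in SmarcAL1+/- over WT McA cells for mitochondrial and peroxisomal gene lists and for 2 control lists, where each point is a gene, the red bar the list's median, the solid line 0 and the dotted line the median of all kept genes at -0.25. The median of oxidative phosphorylation at -0.60 lies close to that of the housekeeping genes at -0.68, so its fall is not seen relative to them.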

Corresponding with these observations, the expression of many genes associated with mitochondria, peroxisomes, and FA catabolism (Fig. 4C and Supplementary Data 3) showed a notable decrease. 

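Genes of a general list for the insulin resistance pathway moved both ways in SmarcAL1+/- McA cells. Of its 99 genes, 65 were kept, of which 35 were higher and 30 were lower, with 16 higher and 15 lower by at least 2-fold. The median log2 ratio of 0.29 became 0.54 when centred on all kept genes, 0.97 when centred on the housekeeping genes and -0.0026 with the median of each gene's 20 Mb window subtracted. The last 2 alternatives were chosen after seeing the data. A median of called genes, over all genes or over a window, falls on the side of the larger group, so these moves need not reflect a shared shift. Cd36, a fatty acid transporter gene whose locus overlaps RGD1565355, rose from 0.374 to 17.8 FPKM. Trib3, an inhibitor of AKT, rose from 47.1 to 336 FPKM, and the transcription factor gene Creb3l1 from 0.12 to 1.08 FPKM. Ogt, which encodes the enzyme that adds N-acetylglucosamine to proteins, fell from 15.5 to 1.63 FPKM, and the insulin receptor substrate gene Irs1 from 15 to 3.12 FPKM. The list's median stood at percentile 74.6 among random lists matched on mean expression, and the adjusted p for being more often higher was 0.566 by Fisher's exact test. All 15 insulin resistance genes that the study lists in Supplementary Data 3 were higher, and the 13 kept here had a median log2 ratio of 1.60. They were chosen on these samples, so their direction is not independent evidence.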

Concurrently, there was an upregulation in the expression of genes associated with the insulin resistance pathway. These findings, coupled with the results from metabolomics analyses (Fig. S2), imply that the reduced gene expression and subsequent down-regulation of key lipid pathways and processes are the driving factors behind the observed lipid phenotypes.

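The genes that make, store and release triglycerides did not move together in SmarcAL1+/- McA cells. Of 19 genes of triglyceride synthesis, 9 were higher and 7 were lower, with a median log2 ratio of 0.27 that became 0.53 when centred on all kept genes, 0.95 when centred on the housekeeping genes and -0.26 with the median of each gene's 20 Mb window subtracted. Ratios near 0 are scarce among called genes, so the sign of such a median rests on a small majority. Gpat3, which adds the first acyl chain to glycerol phosphate in the endoplasmic reticulum, rose from 10.7 to 63.9 FPKM. Gpam, which does so in mitochondria, fell from 47.4 to 5.59 FPKM, Mogat2 from 11.5 to 1.03 FPKM and Gpd1, which makes glycerol phosphate, from 309 to 49.7 FPKM. Of 15 lipid droplet proteins, 5 were lower and 3 were higher, with a median log2 ratio of -0.33 that became 0.35 when centred on the housekeeping genes. Plin2, which coats lipid droplets, rose from 27.5 to 88.2 FPKM and Cidec, which enlarges them, from 6.69 to 21.6 FPKM. Cidea rose from 1.19 to 2.4 FPKM, and Hsd17b11 fell from 89.8 to 39.4 FPKM. Of 10 lipolysis genes, 6 were lower and 1 was higher, with a median log2 ratio of -0.66 that became 0.02 after the same centring. Aadac fell from 2.0 to 0.159 FPKM, the monoglyceride lipase gene Mgll from 7.87 to 2.18 FPKM and the lysosomal lipase gene Lipa from 202.97 to 80.8 FPKM. Abhd5, the activator of adipose triglyceride lipase, fell from 23.5 to 14.9 FPKM, which became a log2 ratio of 0.02 when centred on the housekeeping genes, and Ddhd2 rose from 3.57 to 4.3 FPKM. Of 23 target genes of PPARA, a nuclear receptor that induces fatty acid oxidation, 9 were lower and 2 were higher, with a median log2 ratio of -0.82 that became -0.15 when centred on the housekeeping genes and -0.43 with the window medians subtracted. Fabp1, which carries fatty acids in liver cells, fell from 487 to 20.5 FPKM and Pdk4 from 6.45 to 1.78 FPKM. Adjusted p-values from Fisher's exact test for being more often lower were 1 for triglyceride synthesis, 0.892 for lipid droplet proteins, 0.242 for lipolysis and 0.151 for the PPARA targets. Among random lists matched on mean expression, the medians of these lists stood at percentiles 67.8, 33.8, 9.8 and 2.12. Only the PPARA targets stood apart (permutation test, p = 0.0428), and they no longer did with an FPKM of at least 5 or a pseudocount of 1. Angptl8, which encodes a partner of Angptl3 and overlaps Dock6, rose from 64.1 to 135 FPKM. From the lower expression of genes of lipid pathways, mitochondria and peroxisomes and the higher expression of insulin resistance genes, taken with the metabolite changes in Fig. S2, the paper proposes that reduced gene expression and the resulting down-regulation of lipid pathways drive the lipid phenotypes.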

**Fig. 4:**
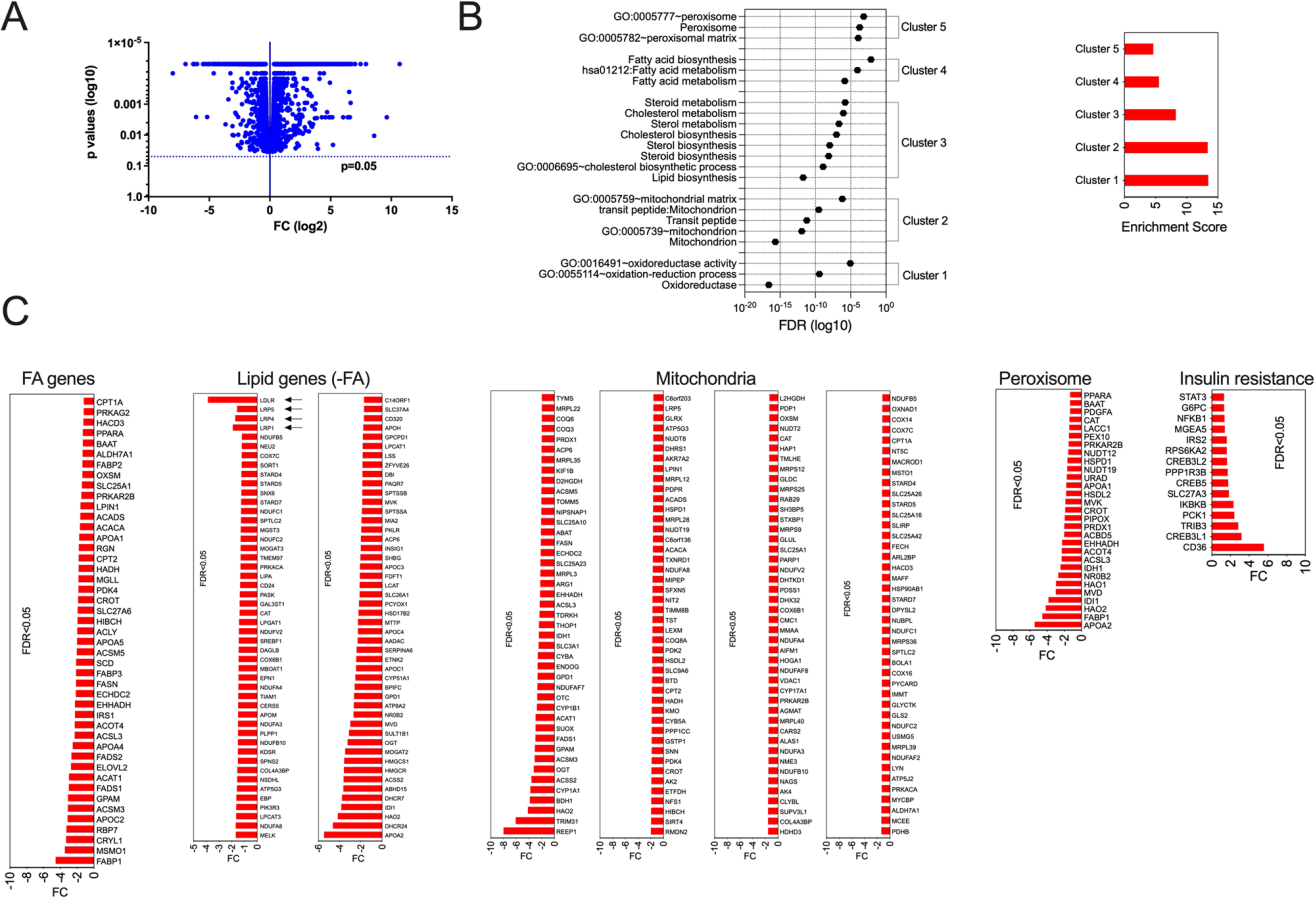
Inactivation of SmarcAL1 gene decreases the expression of genes related to cellular lipid metabolism. **A** Volcano plot for differential gene expression. Total RNA from SmarcAL1^+/−^ and WT control McA cells (three replicates for each) was used in RNA-seq assays. Differentially expressed genes (FDR < 0.05) were included in the plot. **B** Pathway and biological process enrichment analyses based on the differentially expressed genes. **C** Differentially expressed genes related to lipid, FA, mitochondria, peroxisome metabolism and insulin resistance. The expression of LDL receptor (LDLR), LDLR-related protein (LRP)1, LRP4 and LRP5 genes is indicated with arrows (see Supplementary Data 3 for expression details).

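Lower and higher genes were found in nearly equal numbers among those called different by the authors in SmarcAL1+/- McA cells. Of the 7946 kept genes, 4120 were lower and 3826 were higher, so 51.9% were lower. A change of at least 2-fold was found in 1359 lower and 1317 higher genes. With the ratios centred on the median of all kept genes, 911 genes were lower and 1882 were higher by at least 2-fold. A median of called genes falls on the side of the larger group, so this imbalance does not show a shared shift. A change of at least 8-fold was found in 98 lower and 179 higher genes. Of all listed genes, 13 were at 0 in SmarcAL1+/- cells and 56 were at 0 in WT cells, and those of them with an FPKM of at least 1 in the other group are among the kept genes.

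Among genes with a symbol, an FPKM of at least 5 in either group and a value above 0 in WT, the largest rise on the log2(FPKM + 0.1) scale was that of Lcn2, which encodes the secreted iron-carrier binding protein lipocalin, from 1.19 to 1962 FPKM. Tmsb4x, Rgs16 and Pof1b were listed at 0 in WT and at 134, 13.8 and 6.66 FPKM in SmarcAL1+/- cells, so their rank depends on the pseudocount. Hcar2, a receptor gene for hydroxybutyrate, rose from 0.195 to 25.4 FPKM, Cd28 from 0.281 to 29.5 FPKM and Sertad4 from 0.041 to 9.9 FPKM. Tdrp rose from 0.235 to 21.8 FPKM, Arhgef2 from 2.17 to 147 FPKM and the complement inhibitor gene Serping1 from 0.155 to 15 FPKM. Among the largest falls was Slc10a1, the bile acid importer gene of hepatocytes, from 16.2 to 0.131 FPKM. Reep1 fell from 9.39 to 0.0367 FPKM, Tspan1 from 32.9 to 0.433 FPKM, Zfp444 from 7.95 to 0.1 FPKM and the water channel gene Aqp11 from 11.3 to 0.268 FPKM. Gpx2, a glutathione peroxidase gene, fell from 56.6 to 1.24 FPKM. The histone genes Hist1h1a and Hist3h2bb, which have close paralogs, fell from 190.1 to 2.95 FPKM and from 8.82 to 0.246 FPKM. A gene of 5S ribosomal RNA, one of many copies, was listed at 9.77 FPKM in WT and at 0 in SmarcAL1+/- cells, with q = 0.035 in the authors' deposited table. The authors' confidence bounds of its WT value were 0 to 32.7, so they include the value of the other group.

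Among the listed genes only, those with clone-based names had 3 of the 5 highest values in WT cells and 4 of the 5 in SmarcAL1+/- cells, led by AABR07060522.3 at 27113 FPKM in WT and 18270 FPKM in SmarcAL1+/- cells, a log2 ratio of -0.57 that became 0.11 after centring on the housekeeping genes. AABR07070810.1 had 11307 and 16268 FPKM, and AC120949.5, which overlaps Eif4a2, had 8256 and 12468 FPKM in WT and SmarcAL1+/- cells. AC135285.4 rose from 3721 to 5341 FPKM and the ribosomal pseudogene Rps27a-ps1 from 2618 to 3136 FPKM. In WT cells Mt-co2 and Gstp1 were also among the 5 highest listed genes, at 5105 and 4936 FPKM, and they fell to 3048 and 1368 FPKM.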

It is important to note that the observed changes in gene expression are consistent with the lipid phenotypes seen in SIOD patients and the elevated blood TG levels observed in SmarcAL1 KO mice. Specifically, the inactivation of SmarcAL1 gene resulted in a significant reduction in the expression of several LDL receptor (LDLR) and LDLR-related protein (LRP) family genes, including LRP1, LRP4, and LRP5 (Fig. 4C).

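Genes of the LDL receptor family moved both ways in SmarcAL1+/- McA cells, with Ldlr the most reduced. Ldlr (ENSRNOG00000009946), on chromosome 8 of Rnor_6.0 from 22750335 to 22774903, fell 14.7-fold, from 49.2 FPKM in WT (the authors' confidence bounds 41.3 to 57.2) to 3.35 FPKM in SmarcAL1+/- cells (bounds 2.72 to 3.98). Lrp1 (ENSRNOG00000025053), on chromosome 7 from 70846343 to 70926903, fell 3.76-fold, from 2.03 (1.67 to 2.39) to 0.539 FPKM (0.424 to 0.654). Lrp4 (ENSRNOG00000015285), on chromosome 3 from 80362857 to 80416679, fell 3.32-fold, from 3.23 (2.66 to 3.8) to 0.975 FPKM (0.771 to 1.18). Lrp5 (ENSRNOG00000015911), on chromosome 1 from 218816840 to 218920094, fell 3.0-fold, from 2.58 (2.07 to 3.09) to 0.861 FPKM (0.649 to 1.07). For each of these 4 genes the bounds of the groups did not overlap and q was 0.0001 in the authors' deposited table. On the log2(FPKM + 0.1) scale, the ratios were -3.84 for Ldlr, -1.74 for Lrp1, -1.63 for Lrp4 and -1.48 for Lrp5. Centred on the median of the housekeeping genes, they were -3.16, -1.06, -0.96 and -0.80. Lrp1, Lrp4 and Lrp5 were expressed at a low level in these cells, far below Ldlr in WT cells.

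Other members of the family were higher. Lrp3 (ENSRNOG00000011451) rose 2.28-fold, from 9.25 to 21.1 FPKM, and Lrp10 (ENSRNOG00000011592) rose 2.04-fold, from 15.1 to 30.9 FPKM. Of the 14 genes of the family, 6 were lower and 3 were higher among the kept genes. The median log2 ratio of -0.43 became 0.24 when centred on the housekeeping genes, 0.34 with the members of the study's own lists left out, which removes strongly lower genes by construction, and -0.98 with the median of each gene's 20 Mb window subtracted. In the last case alone it stood apart from random lists, at percentile 0.65 (permutation test, p = 0.0132). A window median of called genes falls on the side of the window's larger group, so subtracting it can move a list without a shared shift of the neighbours. By Fisher's exact test the adjusted p for being more often lower was 0.718.

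**Figure D3:**
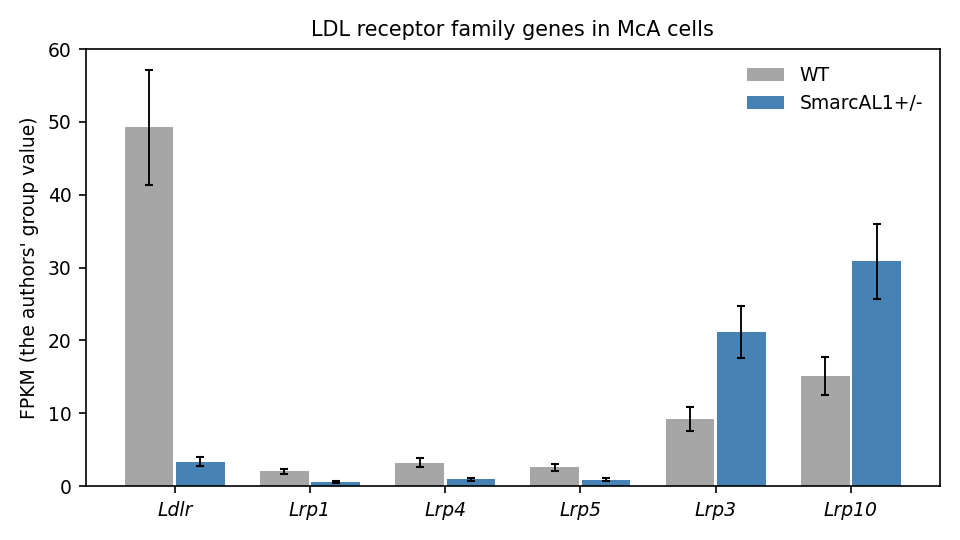
FPKM of 6 LDL receptor family genes in WT (grey) and SmarcAL1+/- (blue) McA cells, with the authors' group values as bars and the authors' confidence bounds as error bars. Ldlr is at 49.2 in WT and 3.35 in SmarcAL1+/- cells, whereas Lrp3 and Lrp10 are higher in SmarcAL1+/- cells.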

The hepatic LRP1 expression is well-established as a critical factor in the clearance of TGLs^29,30^, including remnants of chylomicrons and VLDLs, which may elucidate the elevated TG levels seen in the KO mice. Furthermore, LDLR plays a pivotal role in determining blood cholesterol levels^31^. Although we did not observe changes in cholesterol levels in the SmarcAL1 KO mice (see Discussion), the downregulation of LDLR expression aligns with the hypercholesterolemia observed in SIOD patients.

### Tissue-specific expression of SMARCAL1 and phenotypes linked to genetic variations at the SMARCAL1 gene locus

SMARCAL1 exhibits ubiquitous expression across many tissues and organs. The tissue-specific RNA expression profile (Fig. 5A) was derived from a consensus dataset (courtesy of the Human Protein Atlas (HPA), www.proteinatlas.org). The results include normalized expression from 55 tissue types, incorporating data from both HPA^32^ and Genotype-Tissue Expression (GTEx)^33^ transcriptomics datasets. The expression data reveal that SMARCAL1 is highly expressed in several key tissues involved in energy storage and expenditure, including adipose tissues, muscles, and livers^3,16^.

**Fig. 5:**
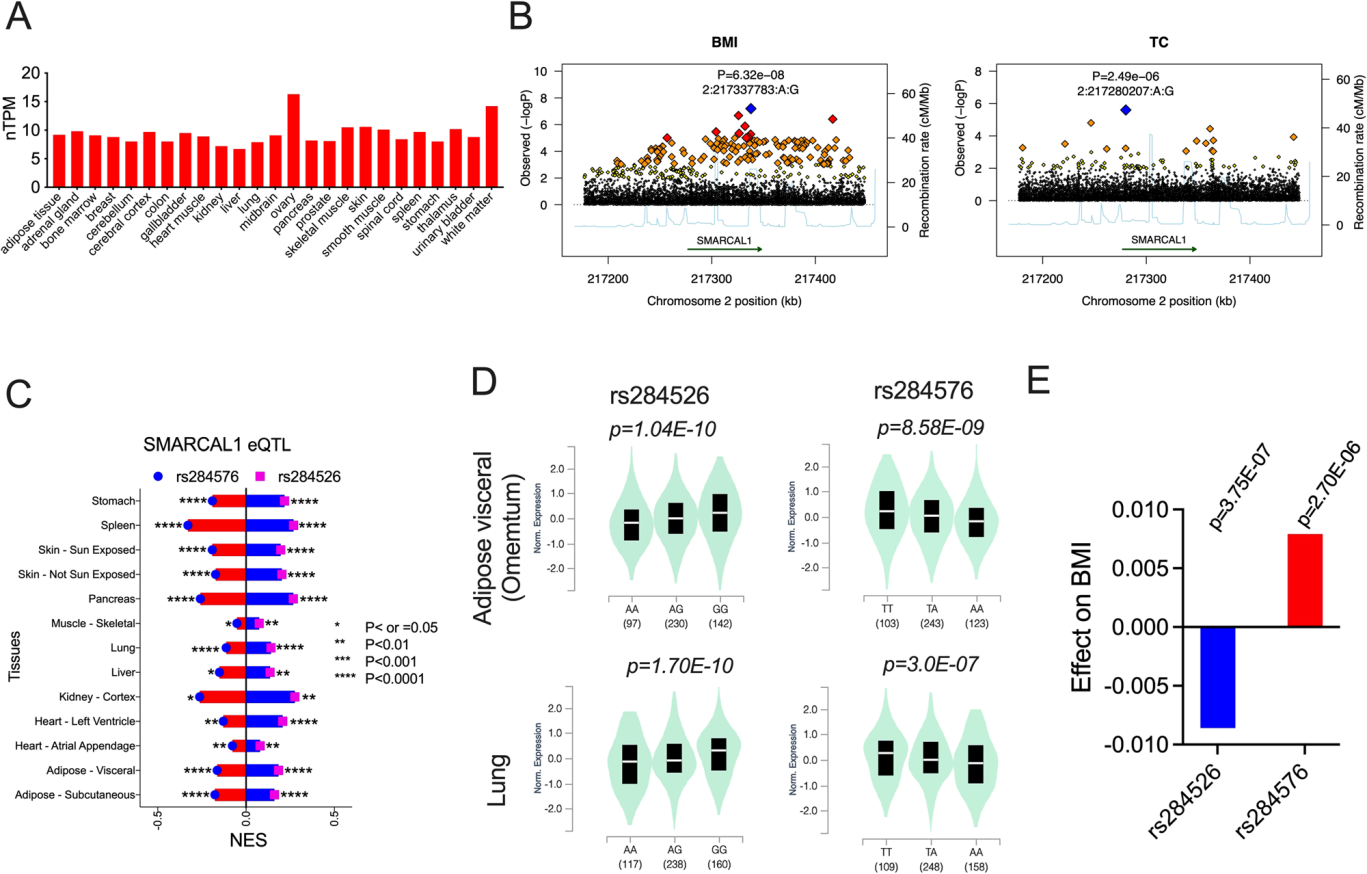
SMARCAL1 tissue-specific expression and association analysis of the genetic variations at SMARCAL1 gene locus. **A** SMARCAL1 tissue-specific RNA expression profile. The normalized RNA expression was adapted from a consensus dataset created from two independent sources, HPA (human protein atlas) and GTEx (genotype-tissue expression) RNA-seq data. nTPM, normalized transcript per million. **B** Genetic association analysis of the variants at the SMARCAL1 gene locus. Regional association plots of the variants with BMI (left) and total cholesterol (TC) (right). The *p* values and variant ID of the top variants (blue square) for each phenotype are indicated (see Figs. S6 and S7 and Supplementary Data 4–6 for the genetic association details). **C**–**E** SMARCAL1 eQTL (expression quantitative trait loci) analysis and its effect on BMI. Two variants, rs284526 and rs284576, have opposite effects on SMARCAL1 expression from GTEx database (included the major organs and tissues) (**C**). Violin plots represent the effect of rs284526 and rs284576 eQTLs on SMARCAL1 expression in the representative tissue and organ as indicated (**D**). The effect on BMI of the two variants based on association studies of GIANT-UK Biobank GWAS Meta-analysis (**E**).

To explore potential associations between genetic variations at the SMARCAL1 gene locus and lipid-related phenotypes, we collected data from population genetic studies based on bottom-line integrative analysis (https://a2f.org/)^34^. The approach allows to use pooling data from multiple studies to detect novel significant associations that might not be detectable at the level of individual datasets but become significant when multiple studies are included (see Methods). The results unveiled several variants linked to diverse human phenotypes, such as neutrophil count and fractional anisotropy in cerebral small vessel disease (FA in CSVD), with *p* values reaching genome-wide significance (<5.0 × 10^−8^) (Fig. S6A and Supplementary Data 4).

Importantly, these genetic variations also exhibited associations with metabolic syndromes, encompassing obesity, type 1 diabetes (T1D), type 2 diabetes (T2D), all diabetic kidney disease (DKD) vs. controls, hip circumference, and visceral abdominal tissue to abdominal subcutaneous adipose tissue (VAT to ASAT) ratio (Fig. S6B and Supplementary Data 5). Notably, the association of the leading variant with BMI approached genome-wide significance (Fig. 5B, left). Moreover, the gene locus is significantly linked to several common lipid phenotypes, including TC, TG, LDL-C, HDL-C, and non-HDL-C (Fig. 5B, right, Fig. S7 and Supplementary Data 6). The *p* values of the top variants associated with these lipid phenotypes either reached or fell just below the locus-wide significance threshold (<5.0 × 10^−4^).

To gain deeper insights into the impact of genetic variations on SMARCAL1 expression and its relationship with phenotypes, we curated data from both expression quantitative trait loci (eQTL) analysis and genetic studies. Our investigation revealed that two variants, rs284526 and rs284576, exert opposing effects on SMARCAL1 expression across various tissues. Specifically, rs284526 was associated with increased expression, whereas rs284576 was linked to decreased expression, as revealed by the GTEx database (Fig. 5C). Furthermore, single-tissue eQTL analyses demonstrated that rs284526 enhances tissue-specific SMARCAL1 expression, while rs284576 diminishes it (Fig. 5D)^33^.

Of notable interest, genetic association studies from GIANT-UK Biobank GWAS meta-analysis show that rs284526 is significantly linked to the reduced BMI, whereas rs284576 is associated with increased BMI^35^ (Fig. 5E). These findings imply that differential SMARCAL1 expressions could indeed influence human phenotypes. Although the *p* values for these associations only fall below the genome-wide significance threshold, the consistency of our results in this study, coupled with the lipid phenotypes observed in SIOD patients, suggests that the connections between SMARCAL1 variants and these phenotypes are likely causal.

Collectively, all the data presented in this study support the notion that SMARCAL1 plays an indispensable role in cellular lipid metabolism, and aberrant expression of its gene could result in growth defects and lipid-related phenotypes.

## Discussion

In this study, we investigate the impact of SmarcAL1 on cellular lipid metabolism, offering both in vitro and in vivo evidence that validate its significance in maintaining cellular lipid homeostasis. Our findings unveil the translocation of SmarcAL1 from nuclei to cytoplasmic peroxisomes, a dynamic process that likely imparts control over cellular lipid metabolism through SmarcAL1-mediated regulation of lipid gene expression. We confirm this by showing that SmarcAL1 gene inactivation reduced the expression of numerous genes responsible for lipid metabolism. Our results highlight the role of SmarcAL1 in regulating lipid catalytic processes and suggest that genetic variations at the SmarcAL1 locus may underlie the observed lipid phenotypes in SIOD patients.

The discovery of SmarcAL1’s involvement in regulating cellular lipid metabolism aligns with the hyperlipidemia observed in SIOD patients^5,8,9^. Our study has revealed that this regulation is likely dependent on its activities in influencing gene expression. The reduced expression of two key genes, LRP1 and LDLR, resulting from SmarcAL1 deficiency, is consistent with the elevated levels of TG and TC, respectively, observed in SIOD patients^8,9^. However, SmarcAL1 KO mice only displayed elevated TG levels without showing apparent changes in TC and LDL-C levels (Fig. S4B–F). This discrepancy may be attributed to the different lipid metabolisms between humans and mice. In humans, mutations in LDLR gene are common causes of hypercholesterolemia^31^. Conversely, in mice LDLR deletion only slightly increases blood cholesterol levels because mice have alternative pathways, such as apolipoprotein E (ApoE) -mediated cholesterol clearance, for regulating cholesterol metabolism^26,27^. Consequently, we suggest that testing SmarcAL1 KO mice on an ApoE KO background would offer deeper insights into the changes in cholesterol levels and provide a more comprehensive understanding of SmarcAL1’s influence on lipid metabolism.

Genetic deficiency of SmarcAL1 in mice and fruit flies was insufficient to induce SIOD phenotypes^16^. In line with this, the SmarcAL1 KO mice in this study did not display obvious developmental or growth defects, such as body weight (Fig. S4A), over a 24-month period. It was proposed that SmarcAL1-regulated gene expression plays a major role in the SIOD development. SmarcAL1 has been shown to be co-localized at the transcriptionally active chromatin regions^16^. However, it is important to note that SmarcAL1 does not conform to the typical definition of a transcription factor, as it lacks sequence-binding specificity^10,36^. Instead, its transcription regulation resides in its core nuclear activity in chromatin remodeling, the details of which remain largely unexplored. Interestingly, both SIOD patients and SmarcAL1-deficient flies and mice, demonstrate higher susceptibility to heat stress, a phenotype related to abnormal cellular metabolic processes resulting from gene expression changes induced by SmarcAL1 deficiency^16^. Consistent with this hypothesis, the findings from this study suggest that SmarcAL1 is important for cellular FA metabolism because its transcriptional regulation is required for the expression of genes associated with peroxisome activity and FA catalytic pathways. Furthermore, according to the tissue-specific expression data (Fig. 5A)^33^, SMARCAL1 is highly expressed in many tissues, including skeletal and cardiac muscles, as well as adipose tissues. Therefore, SmarcAL1 could potentially serve as a key transcription regulator for energy metabolism, a function that is integral to growth and development.

The translocation of SmarcAL1 from nucleus to peroxisomes is an intriguing discovery. Previous reports had suggested the presence of SmarcAL1 in cytoplasm^15^. However, the peroxisomal enrichment of SmarcAL1, as revealed in this study, suggests that it may have additional functions in cytoplasm. Peroxisomes are well-known as pivotal oxidative organelles with essential roles in lipid metabolism. Notably, they participate in the catabolism of FAs, wherein very long-chain FAs are trimmed into medium-chain FAs via beta-oxidation. Subsequently, these medium-chain FAs are oxidized in mitochondria for ATP production^37^. The functional significance of this peroxisomal enrichment of SmarcAL1 remains a subject of further investigation. Alternatively, the peroxisomal enrichment of SmarcAL1 might function as a reservoir, allowing it to translocate back to nucleus when required for transcriptional regulation. Such a mechanism is not uncommon in lipid metabolism. For example, the transcription factor, Sterol Regulatory Element Binding Proteins 1, is usually sequestered in cytoplasm by binding to the endoplasmic reticulum membrane. It can be released to nucleus for transcription activation by sterol-regulated proteolysis when cholesterol synthesis is required^38^. Importantly, the interaction between SmarcAL1 and Angptl3 occurs in cytoplasm, suggesting an additional layer of regulatory control over SmarcAL1 activity. We anticipate that this dynamic shuttling of SmarcAL1 could play an indispensable role in regulating FA metabolism in response to TG storage and expenditure. Further studies would be needed to address these questions.

While our study has provided some insights into the role of SMARCAL1 in lipid metabolism, it is important to acknowledge certain limitations. Our SmarcAL1 KO mouse model did not fully replicate the lipid phenotypes and growth defects observed in humans. This implies the existence of species-specific physiological differences, particularly in lipid metabolism, which should be considered when interpreting our findings. Our research primarily focused on the impact of SmarcAL1 deficiency on lipid metabolism. Lipid metabolism is a complex process influenced by many other biological processes and pathways. Future research should consider broader genetic and molecular analysis, potentially using diverse mouse models. To better understand the clinical relevance of our findings, it is important to investigate the role of SMARCAL1 in human lipid metabolism. This could encompass a range of approaches, including analyzing patient data, conducting genetic association studies, or using patient-derived cell models. Moreover, further efforts should be directed towards unraveling the precise mechanisms through which SmarcAL1 exerts its regulatory influence on lipid metabolism, particularly its role in modulating peroxisome function related to the FA catalytic process. This mechanistic insight will be pivotal in comprehending the finer details of SmarcAL1’s involvement in lipid homeostasis.

## Materials and methods

### Antibodies and biological reagents

All antibodies and reagents used in this study are listed in Supplementary Table 1.

### Cell culture, plasmid constructs and transfections

McA and Huh7 cells, as well as the cell lines generated from this study, were cultured in DMEM medium (Invitrogen) supplemented with 10% FBS (Sigma). Human primary hepatocytes were purchased from Invitrogen/Thermo Fisher. Recovery and culture of the hepatocytes were carried out exactly according to the manufacturer’s procedures.

Fc and Fc-Angptl3 expression constructs were generated by cloning cDNA of Fc and Fc-Angptl3 into pCI-neo mammalian expression vector (Invitrogen) at XhoI-XbaI and NheI-XhoI-NotI sites, respectively. Fc-Angptl4 and Fc-Angptl8 constructs were generated by replacing the cDNA of Angptl3 with those of human Angptl4 and Angptl8 at XhoI-NotI sites based on Fc-Angptl3 expression construct. All the constructs were confirmed by DNA sequencing.

Transfections were performed by using lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. The stable Fc and Fc-Angptl3 McA cell lines were obtained by treating the transfected cells with neomycin for selection. For stable Fc/Fc-Angptl3 cells, single clones were obtained by growing single cells in 96-well plates followed by screening with Western blotting analyses.

### *SmarcAL1* gene deletion in Huh7 and McA cells using CRISPR/Cas9 genome editing

All the single guide RNAs (sgRNAs) described in this study were designed using the online tools (http://primedesign.pinellolab.org). The sgRNAs selected have highest quality scores and specificity among all possible candidates. All the sgRNA constructs were confirmed by DNA sequencing.

Generation of heterologous *SmarcAL1* deletion and control McA cells. Two sgRNA oligo fragments (5′-GCGGAGCCTTCAAAGCCAGA-3′ and 5′-GATCGCTTCCGGGTAAAGAT-3′) that target exon 2 of rat *SmarcAL1* gene and a scramble control sgRNA (5′-GCACTACCAGAGCTAACTCA-3′) were subcloned into pSpCas9(BB)-2A-Puro (PX459) V2.0 vector (addgene)^39^. The constructs were transfected into McA cells. Subsequently, the cells were cultured in presence of puromycin (5 μg/ml) for 5 days. The transfected cells were then subjected for single clone selection. To confirm the *SmarcAL1* gene deletion, PCR reactions with a set of primers (5′-CTTCTGCCAACTTCCCAG-3′ and 5′-GCAGACGCTATGgtaatgag-3′) that cover the target sequences, were carried out using the genomic DNA purified from the single clones as templates. The PCR products were used for T7 endonuclease I (New England Biolabs) assay^40^. The expression of SmarcAL1 protein was confirmed by Western analysis with anti-SmarcAL1 and -β-actin antibodies (Fig. 2A, bottom).

Generation of homologous *SMARCAL1* and control Huh7 cells. *SMARCAL1* KO and control cells were generated as previously reported^41^. Three sgRNA oligoes (5′-GATTGAAGAGAATCGACAAA-3′, 5′-AGCTCGGGCACCTCCATTGC-3′, and 5′-AGGGAGTCTTGTAAGCCAGT-3′) that target exon 2 of human *SMARCAL1* gene and the scramble control sgRNA as above were subcloned into lentiGuide-Puro vector (addgene). Briefly, the sgRNA oligoes were first subcloned into lentiGuide-Puro vector. The vector constructs together with accessory plasmids for lentivirus assembly were subsequently co-transfected into HEK293T cells for lentivirus production^42,43^. Packaged viruses were used to transduce the Cas9-expressing Huh7 cells for ~16 h. The transfected cells were treated with puromycin (5 μg/ml) for five days. Subsequently, single cell clones were screened, and the *SMARCAL1* KO was confirmed with Western analysis with anti-SmarcAL1 and -β-actin antibodies (Fig. 2B, bottom).

### Mice treatment and handling

WT mice (C57BL/6 J) were obtained from Jackson Laboratory. *SmarcAL1* KO mice were generated from C57BL/6 J mice at the Genome Modification Facility of Harvard University according to the procedures reported previously^44^. Briefly, a total of 4 sgRNA oligoes targeting exon 2 of mouse SmarcAL1 gene were synthesized (Invitrogen). Validation of these sgRNAs was carried out as previously reported^45^. Briefly, the oligoes were subcloned into pX602 plasmid containing Cas9 from *Staphylococcus aureus* (SaCas9). A genomic fragment (767 bp) containing the target sites of the sgRNAs from mouse SmarcAL1 gene was subcloned into pCAG-EGxxFP plasmids. The two plasmid constructs were co-transfected into HEK293T cells using lipofectamine 2000 (Invitrogen). The EGFP fluorescence intensity representing the cleavage efficiency of the sgRNAs was monitored under a fluorescent microscope after 48 h of transfection.

Two sgRNA sequences with the strongest activity, 5′-CGGCCCGTCCCAGTCCAAGC-3′ and 5′-TTGGGTTATAAATCCAGCGA-3′, were used for synthesis of two oligoes containing T7 minimum promoter element (lower case) at the upstream of the sgRNA sequences (5′-ttaatacgactcactatagg CGGCCCGTCCCAGTCCAAGC-3′ and 5′-ttaatacgactcactataggTTGGG TTATAAATCCAGCGA-3′) (see MEGAshortscript protocol, Ambion/Life Technologies). The annealed sense and antisense oligoes were then used as templates for in vitro transcription using MEGAshortscript Kit according to the manufacturer’s procedures. RNA was purified using MEGAclear Kit (Ambion/Life Technologies). The purified RNAs were further extracted with phenol/chloroform and precipitated with ethanol. RNA precipitates were washed with 70% ethanol 4 times. The pure sgRNAs and Cas9 protein (PNA Bio) were used for injection into the mouse zygotes.

A total of 37 mice (19 males and 18 females) were obtained from F0 generation. Genotypes were screened using PCR with the genomic DNA from mouse tails and a pair of primers from mouse SmarcAL1 gene locus (sense, 5′-CTTTTACCAACTTCCCAACTA-3′, and antisense, 5′-CATAGTGTCTGCTGGGCAGAG-AC-3′). After screening, 23 were found to carry heterologous (HET) *SmarcAL1* gene deletions. The confirmed mice (9 males and 9 females) carrying the *SmarcAL1* gene deletion were used for breeding. The F0 HET mice were used to mate with C57BL/6 J mice to generate F1 HET mice. F1 HET mice were bred with F1 HET to generate homozygous *SmarcAL1* KO mice. After several rounds of breeding, we obtained the homologous *SmarcAL1* KO mice confirmed by genetic analysis and Western analysis for null *SmarcAL1* protein expression in the livers (Fig. 2C). The confirmed HET and KO mice were bred for subsequent lineage expanding, in which the KO mice were backcrossed with WT mice (C57BL/6 J). The HET mice were bred to generate WT, HET and KO mice that were used for the analyses as indicated in Fig. 2D–F. For all the analyses, comparisons were made among WT, HET, and KO littermates. All mice were fed with a standard chow diet and maintained on a 12 h light/12 h dark cycle. All procedures used in animal studies were approved by the pertinent Institutional Animal Care and Use Committee (IACUC) and were consistent with local, state, and federal regulations as applicable.

To minimize the blood TG variations, mice were synchronized in fasting and refeeding as previously reported^46^. Briefly, mice were trained with fasting for 12 h followed by refeeding for 12 h for 3 days before experiments. Blood samples were collected at the end of the fasting period.

Mouse blood samples were collected from retro-orbital sinus after anesthesia procedure. Blood was spined immediately for plasma preparation. In some experiments, mice were sacrificed. The liver samples were collected.

### Cell and liver extracts and Western blotting analysis

Whole cell extracts were prepared by solubilizing cells in the lysis buffer containing 150 mM NaCl, 50 mM Tris (pH 7.5), 1% IGPAL-CA-630 (Sigma # I8896) and protease inhibitor cocktail (Roche) and rotating at 4 °C for 15 min followed by centrifugation at 13,000 rpm for 10 min.

Liver lysates were prepared by manual slicing of livers and solubilizing in 1X Tris Buffered Saline (TBS, pH 7.4) containing 1% NP-40, 0.1% sodium deoxycholate and complete protease inhibitor cocktail (Roche) followed by rotating at 4 °C for 1 h and spinning at 13,000 rpm for 20 min. Protein was quantified by Pierce BCA (bicinchoninic acid) protein assay (Thermo Fisher). The liver lysate (~50 μg protein) was used for Western analysis.

Western blotting analysis was performed using precast Mini-PROTEAN TGX SDS-PAGE (4–20%) (Bio-Rad). Blots were probed with the primary antibodies as indicated in figures and appropriate secondary antibodies.

### Affinity PD assay and recombinant protein purification

Fc and Fc-Angptl3 affinity PD assays were performed as previously described^20,21^. Briefly, protein-A beads were washed with the lysis buffer, then the washed beads were incubated with the cell extracts as described above rotating at 4 °C for ~12 h. The mixtures were spined at 2000 rpm for 5 min. The protein-bound beads were washed three times with the lysis buffer. The precipitates were loaded on precast Mini-PROTEAN TGX SDS-PAGE (4–20%) for Western analysis.

### RNA extraction, microarray and RNA-seq transcriptome-wide analyses

Total RNA was purified using RNeasy Mini Kit (Qiagen) according to the manufacturer’s procedures. All purified RNA samples were subjected to Bioanalyzer trace analysis (Agilent) for RNA quality control. All RNA samples (each sample with three replicates) used for transcriptome analyses passed optimum specifications for total RNAs (RIN score of >7.0, 260/280 = 1.8–2.0 and 260/230 = 1.8–2.0 as key markers of RNA purity). RNA-seq analyses were performed at the Mass General Brigham Biobank Genomics Core. For RNA-seq analyses, libraries were prepared using TruSeq® Stranded Total RNA Library Prep Human/Mouse/Rat (20020597, Illumina). Sequencing reads with 75 bp paired ends were generated on an Illumina HiSeq 2500 platform according to manufacturer’s supplied protocol. Raw reads were processed, and trimmed reads were aligned to the human genome (hg19) or rat genome (Rattus_norvegicus.Rnor_6.0.85.chr.gtf) using STAR aligner (2.4.2). All further DE analysis was performed using cuffdiff in cufflinks (2.2.1). Differential genes with p and q values less than 0.05 were used for GO enrichment analysis using DAVID (the database for annotation, visualization and integrated discovery)^47^. The pathways and biological processes with Bonferroni, Benjamini, and FDR less than 0.05 are considered statistically significant.

### Imaging analyses

All the phase images were taken using regular light microscope. Immunofluorescence analysis was done essentially as previous described^48^. Briefly, cells were fixed with a PBS buffer containing 3% paraformaldehyde (Sigma, P6148) and 2% sucrose for 10 min and permeabilized with Triton X-100 buffer (0.5% Triton X-100, 20 mM HEPES-KOH, pH 7.9, 50 mM NaCl, 3 mM MgCl2, 300 mM sucrose). The cells were then blocked in PBS buffer containing 0.5% bovine serum albumin and 0.2% gelatin (Sigma G7765) and incubated with primary antibodies and appropriate secondary antibodies. The coverslips were mounted in mounting media (Vector Laboratories, P36931). All the images were collected by scanning the slides with Leica SP5 AOBS Scanning Laser Confocal Microscope. The images were analyzed with CellProfiler or otherwise described in individual figures. Constant thresholds were applied for all the images for the relevant series of experiments. Particle analysis was used to collect the cell particle number and intensity data.

### Measurements of mouse plasma lipids and lipoproteins, and Western analysis of liver extracts

Mouse plasma TG was measured with triglyceride colorimetric assay kit (Cayman, 10010303) according to the manufacturer’s protocol. Pooled plasma was subjected to fast phase liquid chromatography (FPLC) gel filtration (Cytiva) using two serial Superose 6 increase columns (Cytiva) (performed at Dr. Rader’s lab). Triglyceride and cholesterol colorimetric plate assays were performed on FPLC fractions using Infinity Triglyceride Reagent (for triglyceride) and Infinity Cholesterol Reagent (for cholesterol), respectively, (Thermo Scientific).

### Dil-VLDL uptake assays and nascent ApoB-100 secretion and measurement

For VLDL/LDL uptake assays, cells were incubated in serum-free medium (2 h) followed by incubation in serum-free medium containing Dil-VLDL^49^ (5 μg/ml, Invitrogen) for 1 h. The cells were then fixed, co-stained with DAPI, and analyzed under confocal microscope as described in imaging analyses.

Time-course ApoB-100 secretion assays were carried out as previously reported^41^. Briefly, *SMARCAL1* KO and control Huh7 cells (3 clones for each) were splitted into 6-well plates with replicates for testing and cell counting. Next day, the cells were washed with serum-free media and incubated with fresh serum-free media. At various times, media samples were collected and measured for ApoB-100 level using ELISA kit (MABTECH) according to the manufacturer’s instructions. The levels of ApoB-100 were normalized with cell numbers.

### SILAC cell culture, affinity PD and mass spectrometry analysis

The SILAC analysis was performed at the Proteomics Platform, Broad Institute of MIT and Harvard. The procedures for SILAC media preparation and cell culture conditions were adapted from the standard steps as previously described^18,50–52^. Briefly, base media was prepared by addition of L-methionine and 200 mg/L of L-Proline according to the standard formulations for DMEM (Caisson Labs). This base media was used for preparation of SILAC light and heavy labeling media with addition of l-arginine (Arg0) and l-lysine (Lys0) (light), ^13^C_6_^15^N_4_-l-arginine (Arg10) and ^13^C_6_^15^N_2_-l-Lysine (Lys8) (heavy), respectively. Both media were supplemented with the full complement of amino acids at the standard concentration, 2 mM L-glutamine (GIBCO), 10% dialyzed FBS (Sigma) and antibiotics (GIBCO). Fc and Fc-Angptl3 McA cells were grown in the light and heavy labeling media, respectively, under standard conditions. Cells were continuously grown with at least eight cell divisions in the labeling media.

At the end of labeling, cells were washed twice with ice cold PBS. Equal number of Fc and Fc-Angptl3 cells were used for lysate preparation with the lysis buffer containing 50 mM Tris-HCl (pH 7.8), 150 mM NaCl, 1% NP-40, 0.1% sodium deoxycholate, 1 mM EDTA and complete protease inhibitor cocktail (Roche). The cell lysates were rotated at 4 °C for 15 min and centrifuged at 13,000 rpm for 20 min. The protein concentrations of the supernatants were quantified using Bradford assay. About 4 mg extracts from Fc and Fc-Angptl3 cells were incubated with protein-A beads (pre-washed 2 times in PBS and one time in the lysis buffer) with rotation at 4 °C for overnight. The mixtures were gently spined at 2000 rpm for 5 min. The pellets were washed three times with the lysis buffer as above and one time in the same buffer without NP40. The protein-bound beads were subsequently used for mass spectrometric analysis as described below.

The above beads were treated in 2 mM DTT for 30 min at RT and then alkylated with 10 mM iodoacetamide for 45 min at dark. The proteins were eluted with 4XLDS buffer (Invitrogen) and heated at 70 °C for 10 min. The eluted proteins were separated on a gradient Bis-Tris gel (4–12%) (Nupage, Invitrogen) followed by Coomassie staining (Simply Blue, Invitrogen). Each gel lane was cut into small pieces, which were first destained in a buffer containing 50% ethanol and 50 mM ammonium bicarbonate, then dehydrated in 100% ethanol. Enzymatic digestion was performed by adding sufficient trypsin (12.5 ng/μL) with overnight shaking. The samples were then quenched with 100 μL of 1% trifluoroacetic acid (TFA) and the peptides from each gel slice were captured on C18 stage tips (Thermo Fisher Pierce). Captured peptides were recovered in 50 μL of 80% acetonitrile/0.1% TFA. Organic solvents were removed by drying the mixtures in an evaporative centrifuge.

The recovered peptides were resolved with 3% acetone (ACN) in 0.1% formic acid (FA). The mixtures were subsequently separated on an online nanoflow EASY-nLC 1000 UHPLC system (Thermo Fisher Scientific) and analyzed on a benchtop Orbitrap Q Exactive plus mass spectrometer (Thermo Fisher Scientific). The peptide samples were injected onto a capillary column (Picofrit with 10 μm tip opening/75 μm diameter, New Objective, PF360-75-10-N-5) packed in-house with 20 cm C18 silica material (1.9 μm ReproSil-Pur C18-AQ medium, Dr. Maisch GmbH, r119.aq). The UHPLC setup was connected with a custom-fit microadapting tee (360 μm, IDEX Health & Science, UH-753), and capillary columns were heated to 50 °C in column heater sleeves (Phoenix-ST) to reduce backpressure during UHPLC separation. Injected peptides were separated at a flow rate of 200 nL/min with a linear 50 min gradient from 100% solvent A (3% ACN, 0.1% FA) to 30% solvent B (90% ACN, 0.1% FA), followed by a linear 9 min gradient from 30% solvent B to 60% solvent B and a 1 min ramp to 90% solvent B. Data-dependent acquisition was obtained using Xcalibur 2.2 software in positive ion mode at a spray voltage of 2.00 kV. Each sample was run for 150 min, including sample loading and column equilibration times. MS1 Spectra were measured with a resolution of 60,000, an AGC target of 3 × 10^6^ and a mass range from 300 to 1800 *m/z*. Up to 12 MS2 spectra per duty cycle were triggered at a resolution of 15,000, an AGC target of 5 × 10^4^, an isolation window of 1.5 *m/z* and a normalized collision energy of 25. Peptides that triggered MS2 scans were dynamically excluded from further MS2 scans for 20 s.

All mass spectra were analyzed with MaxQuant software version 1.3.0.5. For peptide identification MS/MS spectra were searched against rat Uniprot database to which a set of common laboratory contaminant proteins were appended as well as Rat Angptl3 with and without TAG. Search parameters included: Trypsin/P was selected as the digestion enzyme, a maximum of 3 labeled amino acids and 2 missed cleavages per peptide were allowed. Fragment ion mass tolerance was set to 20 ppm. The mass tolerance for precursor ions was set to 20 ppm for the first search (used for nonlinear mass re-calibration) and 6 ppm for the main search. Allowed variable modifications were oxidation of methionine, protein N-terminal acetylation as variable modifications. Carbamidomethylation was used as fixed modification. For identification we applied a maximum FDR of 1% separately on protein, peptide, and PTM-site level. We required 2 or more unique/razor peptides for protein identification and a ratio count of 2 or more for protein quantification per replicate measurement. To assign interacting proteins, we used the Limma package in the R environment to calculate moderated *t* test *p* values^53^.

### Total cell lipid and polar lipid extract preparation, and metabolite mass spectrometry analysis

The metabolomics analysis was performed at the Metabolomics Program, Broad Institute of MIT and Harvard. Preparation of total cell lipid and polar lipid extracts was carried out as previously described^54^. Briefly, for lipid extract, cells were washed with cold PBS (no Mg^2+^/no Ca^2+^) and immediately 800 µL of ice-cold isopropanol (HPLC grade) was added. The cells were then scraped and transferred to a 1.5 mL tube and kept at 4 °C for 1 h. For polar lipid extract, after wash, ~800 µL of −80 °C 80% methanol (LC/MS grade) was added to cells, which were then transferred to −80 °C for 15 min. Cells were scraped and collected to a 1.5 mL tube. For both extracts, cell suspension was vortexed and cell debris was removed by spinning at 9000 × *g* at 4 °C for 10 min. Supernatant was used for the metabolite mass spectrometry analysis as previously described^54^.

### Genetic association analysis

The genetic results used in this study were primarily obtained from Association to Function Knowledge Portal (date of access: March 2023; https://a2f.org/). The results were generated through a meta-analysis of genetic association studies, utilizing a bottom-line integrative analysis approach^34^. This method involves pooling data from multiple studies with similar designs and sampling to estimate the effect of a genetic variant on a phenotype. This approach increases the power to detect novel significant associations that may not be detectable at the level of individual datasets but become significant when multiple studies are included.

In this study, the bottom-line variant associations for multiple phenotypes of interest were focused on the SMARCAL1 gene locus, which is located between 217,177,137 and 217,447,776 on chromosome 2 according to the hg19 (GRCh37) genome build. Details about the genetic data related to this study and documentations about the bottom-line integrative analysis can be available at the Association to Function Knowledge portal (https://a2f.org/).

To visualize the regional associations, association plots were generated using R, as previously reported^55^. This method allowed for a closer examination of the genetic associations in the SMARCAL1 gene locus for multiple phenotypes of interest.

### Statistics and reproducibility

Statistic comparisons of groups including the student’s *t* test were performed using Prism 9 (GraphPad). Two-way analysis of variance (ANOVA) was performed by comparing the matched means of three replicates from experimental groups with those from the control group as indicated in figures. Detailed group comparisons and sample numbers were provided in individual figure and Supplementary Information and Data. In general, *p* ≤ 0.05 were considered statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The original blot images of Figs. 1D, 2A–C and S1 are provided in specific Supplementary Figs. S8–12. The source data used in Figs. 4C and 5B, and Supplementary Figs. 2, 3, 6 and 7 are provided in the Supplementary Datasets 1–6. The RNA-seq data presented in this paper were deposited in Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/). The accession number of the RNA-seq data from the McA cells with heterologous SmarcAL1 KO is GSE221373. The original mass spectra have been deposited in the public proteomics repository MassIVE (http://massive.ucsd.edu) using the identifier: MSV000085620. The data is accessible via ftp://.

## References

[1] Coleman MA, Eisen JA, Mohrenweiser HW (2000). Cloning and characterization of HARP/SMARCAL1: a prokaryotic HepA-related SNF2 helicase protein from human and mouse. Genomics.

[2] Ryan DP, Owen-Hughes T (2011). Snf2-family proteins: chromatin remodellers for any occasion. Curr. Opin. Chem. Biol..

[3] Elizondo LI (2006). Schimke immuno-osseous dysplasia: a cell autonomous disorder?. Am. J. Med. Genet. A.

[4] Boerkoel CF (2002). Mutant chromatin remodeling protein SMARCAL1 causes Schimke immuno-osseous dysplasia. Nat. Genet.

[5] Clewing JM (2007). Schimke immuno-osseous dysplasia: a clinicopathological correlation. J. Med. Genet.

[6] Morimoto M (2012). Reduced elastogenesis: a clue to the arteriosclerosis and emphysematous changes in Schimke immuno-osseous dysplasia?. Orphanet J. Rare Dis..

[7] Boerkoel CF (2000). Manifestations and treatment of Schimke immuno-osseous dysplasia: 14 new cases and a review of the literature. Eur. J. Pediatr..

[8] Lucke T (2004). Generalized atherosclerosis sparing the transplanted kidney in Schimke disease. Pediatr. Nephrol..

[9] Spranger J (1991). Schimke immuno-osseous dysplasia: a newly recognized multisystem disease. J. Pediatr..

[10] Medvedeva YA (2015). EpiFactors: a comprehensive database of human epigenetic factors and complexes. Database (Oxf.).

[11] Zhang P, Torres K, Liu X, Liu CG, Pollock RE (2016). An overview of chromatin-regulating proteins in cells. Curr. Protein Pept. Sci..

[12] Ciccia A (2009). The SIOD disorder protein SMARCAL1 is an RPA-interacting protein involved in replication fork restart. Genes Dev..

[13] Driscoll R, Cimprich KA (2009). HARPing on about the DNA damage response during replication. Genes Dev..

[14] Patne K (2017). BRG1 and SMARCAL1 transcriptionally co-regulate DROSHA, DGCR8 and DICER in response to doxorubicin-induced DNA damage. Biochim Biophys. Acta Gene Regul. Mech..

[15] Haokip DT (2016). Transcriptional regulation of Atp-dependent chromatin remodeling factors: Smarcal1 and Brg1 mutually co-regulate each other. Sci. Rep..

[16] Baradaran-Heravi A (2012). Penetrance of biallelic SMARCAL1 mutations is associated with environmental and genetic disturbances of gene expression. Hum. Mol. Genet.

[17] Koishi R (2002). Angptl3 regulates lipid metabolism in mice. Nat. Genet..

[18] Kronke J (2014). Lenalidomide causes selective degradation of IKZF1 and IKZF3 in multiple myeloma cells. Science.

[19] Wen Q (2012). Identification of regulators of polyploidization presents therapeutic targets for treatment of AMKL. Cell.

[20] Angata T, Varki A (2000). Cloning, characterization, and phylogenetic analysis of siglec-9, a new member of the CD33-related group of siglecs. Evidence for co-evolution with sialic acid synthesis pathways. J. Biol. Chem..

[21] Xu YX (2015). The glycosylation-dependent interaction of perlecan core protein with LDL: implications for atherosclerosis. J. Lipid Res..

[22] Yoshida K, Shimizugawa T, Ono M, Furukawa H (2002). Angiopoietin-like protein 4 is a potent hyperlipidemia-inducing factor in mice and inhibitor of lipoprotein lipase. J. Lipid Res..

[23] Quagliarini F (2012). Atypical angiopoietin-like protein that regulates ANGPTL3. Proc. Natl Acad. Sci. USA.

[24] Chi X (2017). ANGPTL8 promotes the ability of ANGPTL3 to bind and inhibit lipoprotein lipase. Mol. Metab..

[25] Cho SW, Kim S, Kim JM, Kim JS (2013). Targeted genome engineering in human cells with the Cas9 RNA-guided endonuclease. Nat. Biotechnol..

[26] Powell-Braxton L (1998). A mouse model of human familial hypercholesterolemia: markedly elevated low density lipoprotein cholesterol levels and severe atherosclerosis on a low-fat chow diet. Nat. Med..

[27] Marais AD (2019). Apolipoprotein E in lipoprotein metabolism, health and cardiovascular disease. Pathology.

[28] Kashiwayama Y (2005). Role of Pex19p in the targeting of PMP70 to peroxisome. Biochim Biophys. Acta.

[29] Lillis AP, Van Duyn LB, Murphy-Ullrich JE, Strickland DK (2008). LDL receptor-related protein 1: unique tissue-specific functions revealed by selective gene knockout studies. Physiol. Rev..

[30] Xu YX (2020). EDEM3 modulates plasma triglyceride level through its regulation of LRP1 expression. iScience.

[31] Abifadel M, Boileau C (2023). Genetic and molecular architecture of familial hypercholesterolemia. J. Intern Med..

[32] Thul, P. J. et al. A subcellular map of the human proteome. *Science***356**, 10.1126/science.aal3321 (2017).10.1126/science.aal332128495876

[33] Oliva, M. et al. The impact of sex on gene expression across human tissues. *Science***369**, 10.1126/science.aba3066 (2020).10.1126/science.aba3066PMC813615232913072

[34] Costanzo MC (2023). The type 2 diabetes knowledge portal: an open access genetic resource dedicated to type 2 diabetes and related traits. Cell Metab..

[35] Pulit SL (2019). Meta-analysis of genome-wide association studies for body fat distribution in 694 649 individuals of European ancestry. Hum. Mol. Genet.

[36] Lambert SA (2018). The human transcription factors. Cell.

[37] Lodhi IJ, Semenkovich CF (2014). Peroxisomes: a nexus for lipid metabolism and cellular signaling. Cell Metab..

[38] Wang X, Sato R, Brown MS, Hua X, Goldstein JL (1994). SREBP-1, a membrane-bound transcription factor released by sterol-regulated proteolysis. Cell.

[39] Ran FA (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc..

[40] Cho SW (2014). Analysis of off-target effects of CRISPR/Cas-derived RNA-guided endonucleases and nickases. Genome Res.

[41] Xu YX (2018). Role of angiopoietin-like 3 (ANGPTL3) in regulating plasma level of low-density lipoprotein cholesterol. Atherosclerosis.

[42] Sanjana NE, Shalem O, Zhang F (2014). Improved vectors and genome-wide libraries for CRISPR screening. Nat. Methods.

[43] Shalem O (2014). Genome-scale CRISPR-Cas9 knockout screening in human cells. Science.

[44] Lin, Y. C. et al. One-step CRISPR/Cas9 method for the rapid generation of human antibody heavy chain knock-in mice. *EMBO J*. **37**, 10.15252/embj.201899243 (2018).10.15252/embj.201899243PMC613843330087111

[45] Fujihara Y, Ikawa M (2014). CRISPR/Cas9-based genome editing in mice by single plasmid injection. Methods Enzymol..

[46] Banfi S, Gusarova V, Gromada J, Cohen JC, Hobbs HH (2018). Increased thermogenesis by a noncanonical pathway in ANGPTL3/8-deficient mice. Proc. Natl Acad. Sci. USA.

[47] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[48] Xu YX, Liu L, Caffaro CE, Hirschberg CB (2010). Inhibition of Golgi apparatus glycosylation causes endoplasmic reticulum stress and decreased protein synthesis. J. Biol. Chem..

[49] Stephan ZF, Yurachek EC (1993). Rapid fluorometric assay of LDL receptor activity by DiI-labeled LDL. J. Lipid Res.

[50] Ong SE, Mann M (2006). A practical recipe for stable isotope labeling by amino acids in cell culture (SILAC). Nat. Protoc..

[51] Sandoval GJ (2018). Binding of TMPRSS2-ERG to BAF chromatin remodeling complexes mediates prostate oncogenesis. Mol. Cell.

[52] Xu YX (2020). Interactomics analyses of wild-type and mutant A1CF reveal diverged functions in regulating cellular lipid metabolism. J. Proteome Res.

[53] Ong SE (2009). Identifying the proteins to which small-molecule probes and drugs bind in cells. Proc. Natl Acad. Sci. USA.

[54] Mascanfroni ID (2015). Metabolic control of type 1 regulatory T cell differentiation by AHR and HIF1-alpha. Nat. Med.

[55] Diabetes Genetics Initiative of Broad Institute of, H. (2007). Genome-wide association analysis identifies loci for type 2 diabetes and triglyceride levels. Science.

# Supplementary material for: Chromatin regulator SMARCAL1 modulates cellular lipid metabolism
**Source:** Commun Biol. 2023 Dec 21;6:1298. doi: 10.1038/s42003-023-05665-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Supplementary Information includes:**

Supplementary Figures S1-S7.

Supplementary Figures S8-S12, the original blot images of Figures 1D, 2A-C and S1.

Supplementary Table 1, Materials used in this study.

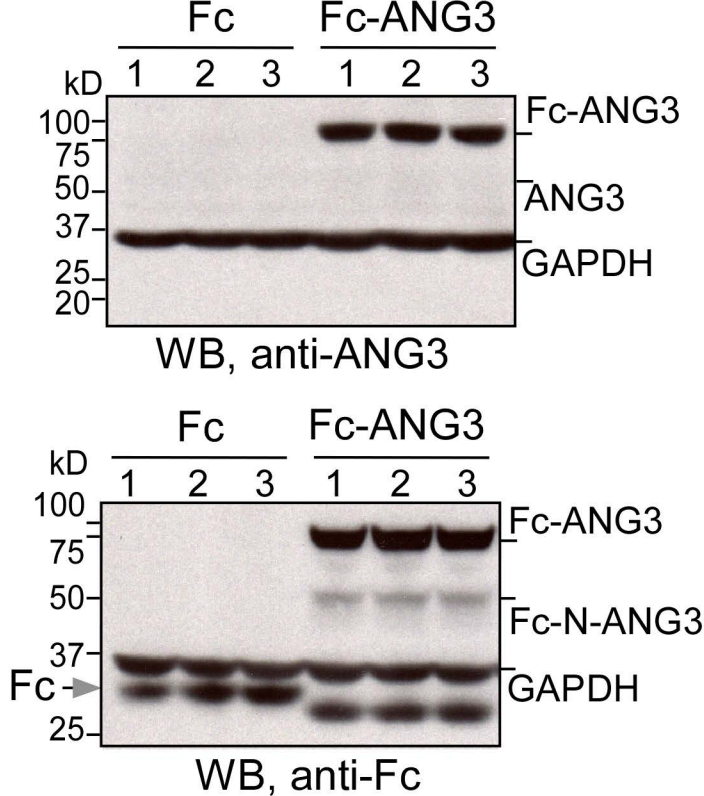

**Fig. S1. Expression analysis of the stable McA cell lines carrying Fc or Fc-Angptl3 expressing constructs.** Western analysis of Fc and Fc-Angptl3 (ANG3) expression in the cell lines (three individual clones for each cell line) with antibodies for human Angptl3 (top), Fc (bottom), and GAPDH. See Figure S8 for the full images of this figure. Fc-N-ANG3, Fc-tagged N-terminal Angptl3.

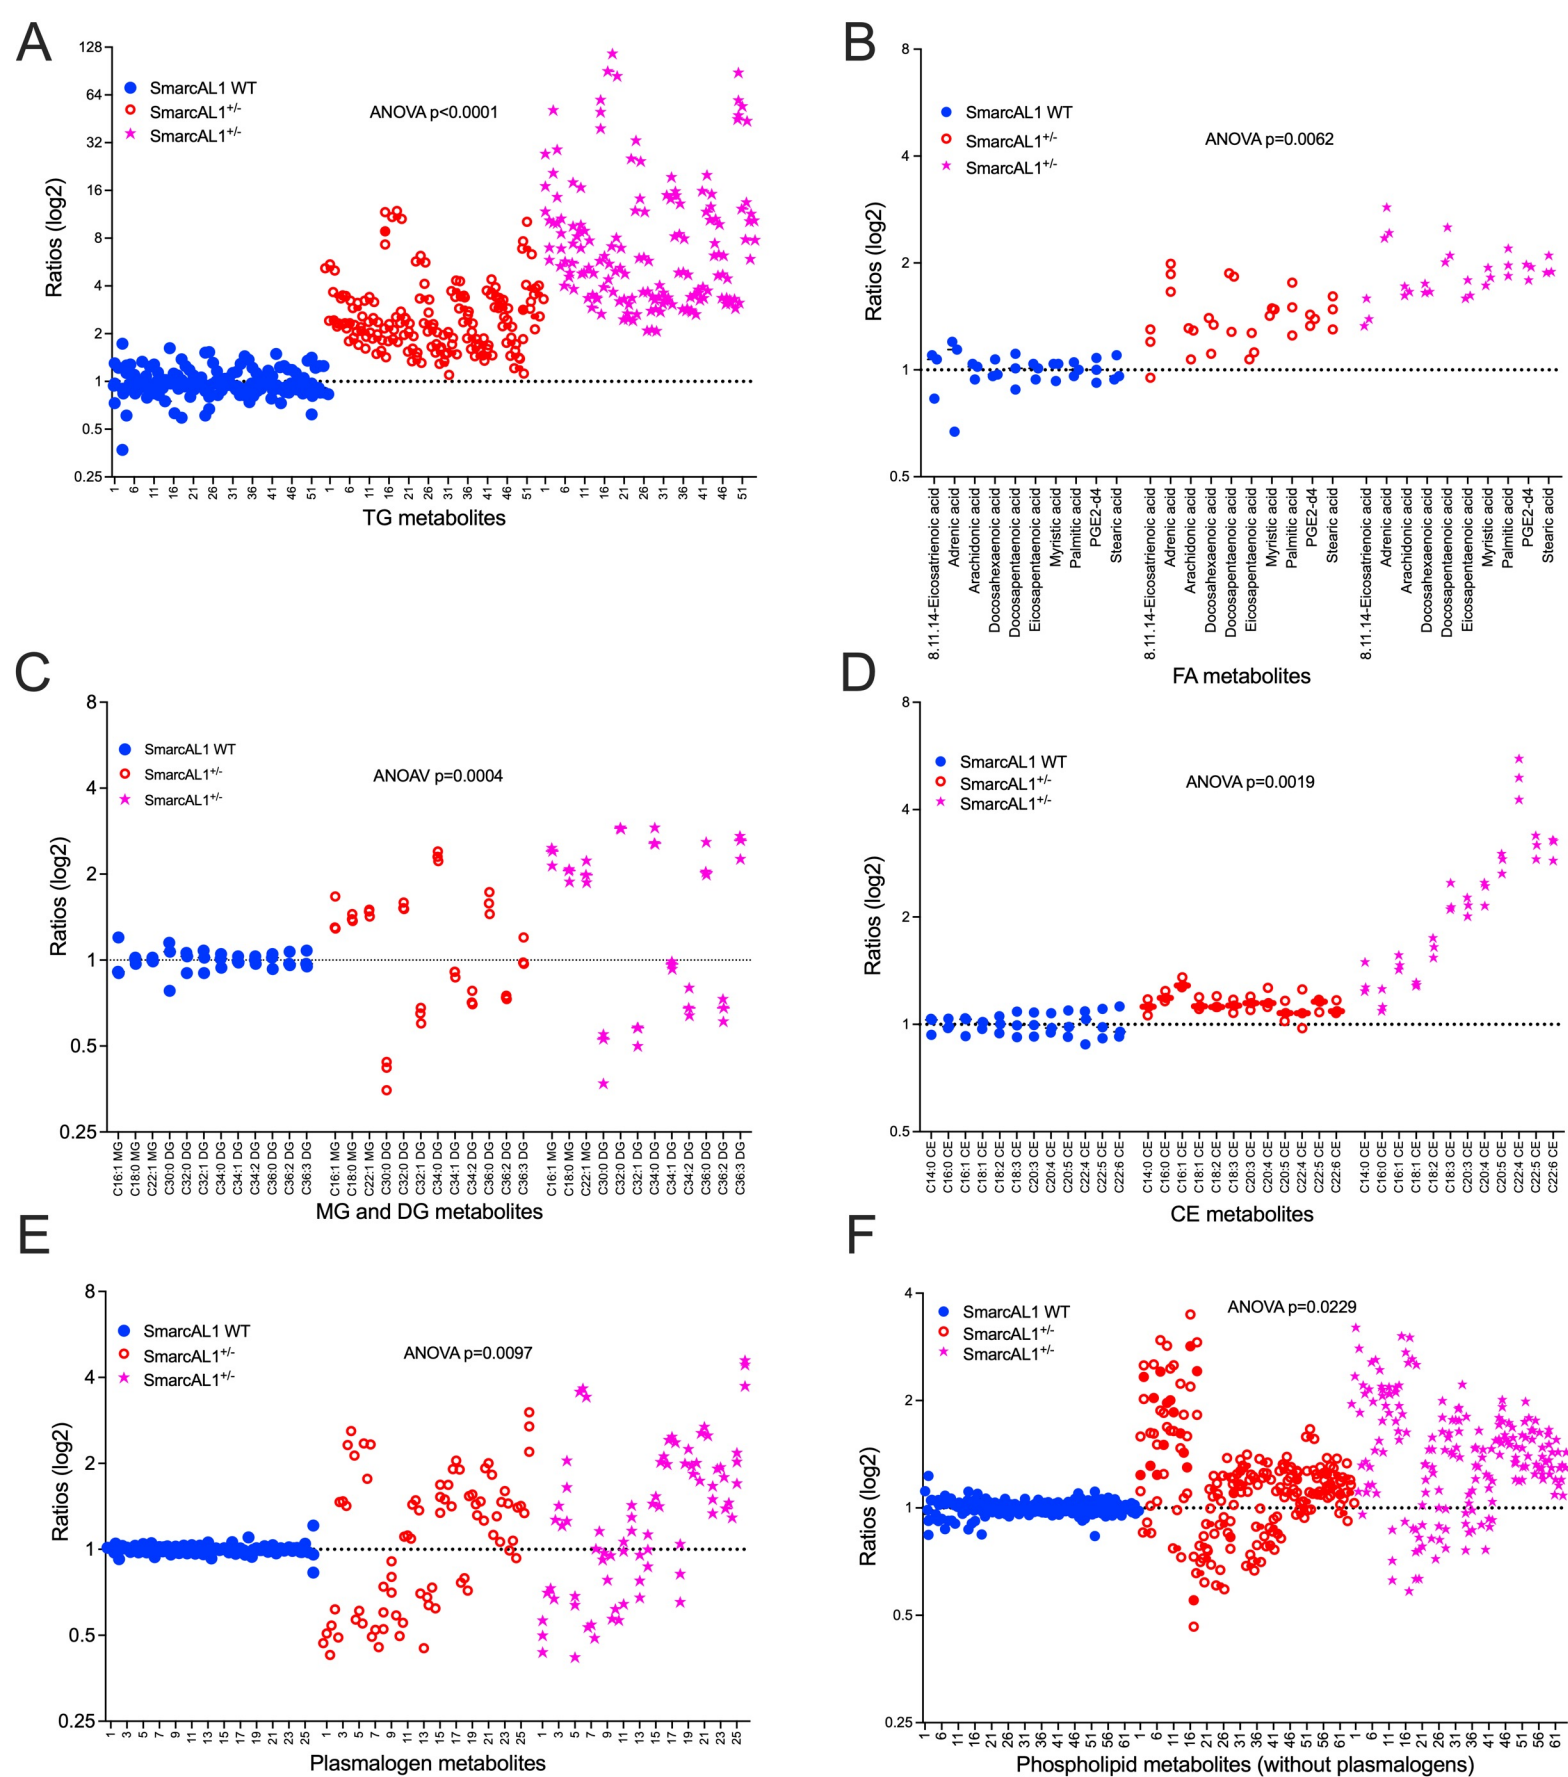

**Fig. S2. Heterologous inactivation of SmarcAL1 gene induces TG and FA accumulation in McA cells.** Total lipid and polar lipid extracts from SmarcAL1<sup>+/-</sup> and WT control McA cells (three clones for each cell line) were analyzed with mass spectrometry for metabolite changes. Individual metabolites were normalized with cell numbers. Y axis represents the ratios that were calculated by comparing metabolites with the averages of those from three clones of WT control cells. X axis represents the full spectrum of metabolite isoforms from each category (see Supplementary Data 1 for metabolite details). C1 and C4 represent two McA clones with heterologous inactivation of SmarcAL1 gene. P values from two-way ANOVA are indicated.

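Supplementary Data 1 gives, for each lipid, 3 values for WT McA cells and 3 for each of the clones C1 and C4, as ratios to the mean of the WT values after division by cell numbers. All 54 triglycerides were higher in both clones, with every value above every WT value. The median of the mean ratios was 2.35 in C1 and 5.88 in C4, and the ratio was larger for more unsaturated triglycerides. For triglycerides with 0 to 2 double bonds the median was 1.80 in C1 and 3.83 in C4, and for those with 5 to 10 double bonds it was 3.69 and 12.6. All 9 fatty acids of the panel had mean ratios above 1, with medians of 1.46 in C1 and 1.83 in C4. The fatty acid panel also holds PGE2-d4, a prostaglandin labelled with deuterium, which cells do not make. Its ratio was 1.38 ± 0.050 (SD, n = 3) in C1 and 1.91 ± 0.10 (SD, n = 3) in C4. The fatty acid medians were 1.06 times the ratio of PGE2-d4 in C1 and 0.96 times in C4. Relative to this compound of the same panel, a rise of the fatty acids is not seen. All 12 cholesteryl esters had mean ratios above 1, with medians of 1.14 in C1 and 2.19 in C4, of which that in C1 lay below the ratio of PGE2-d4. Every value was above every WT value for 7 of the 12 in C1 and for all 12 in C4. Mono- and diglycerides went both ways, with 7 of 12 above 1 in each clone. Of 26 plasmalogens, 15 were above 1 in C1 and 16 in C4, and of 64 other phospholipids and sphingolipids, 46 were above 1 in C1 and 53 in C4. Their medians in C1 and C4 were 1.26 and 1.34 for plasmalogens and 1.18 and 1.44 for the others, below the ratio of PGE2-d4 in the same clone. A factor shared with that compound was not tested for these panels, which may have been scaled in another way. If the 3 values of a clone were independent replicates, 5% of lipids would have all of them above all 3 WT values by chance, and a difference between clones would raise that share.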

A

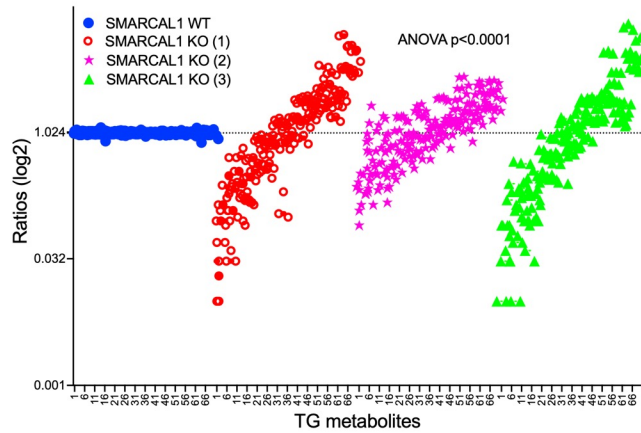

B

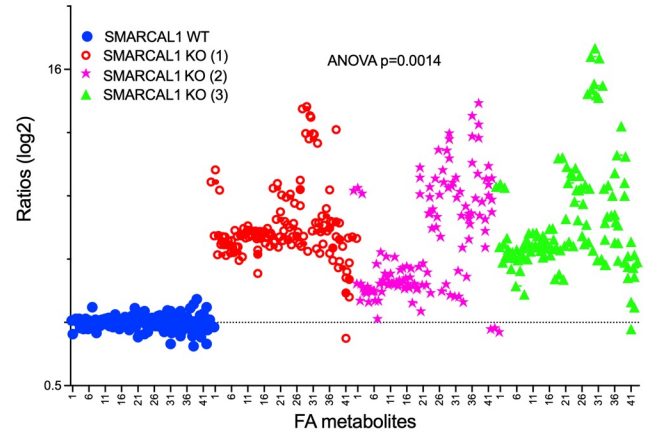

C

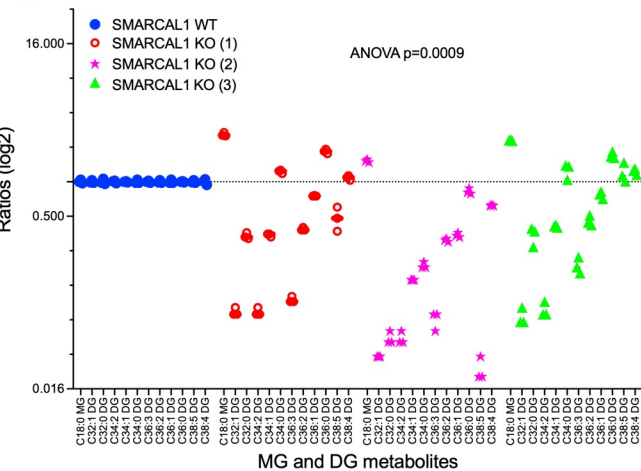

D

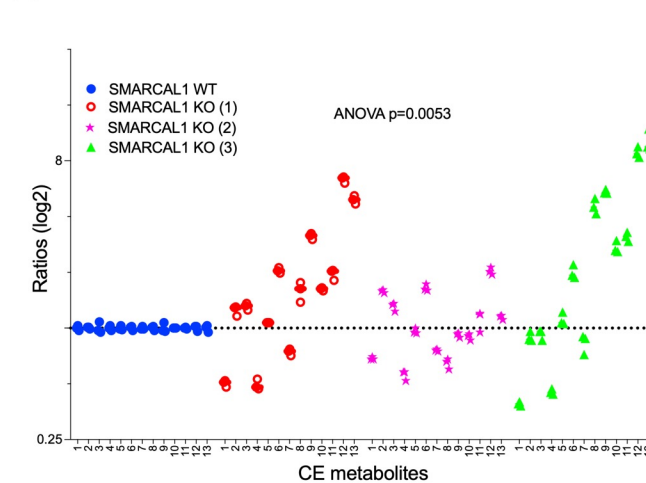

E

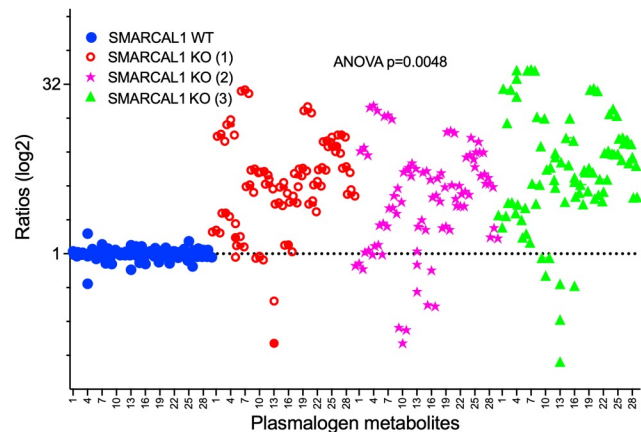

F

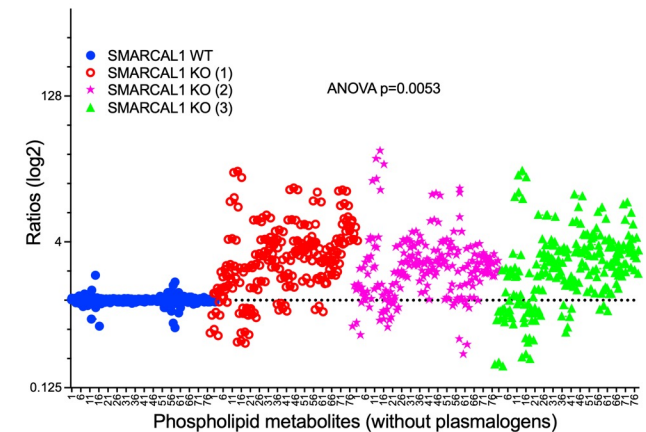

**Fig. S3. Homologous inactivation of SMARCAL1 gene induces TG and FA accumulation in Huh7 cells.** Total lipid and polar lipid extracts from SMARCAL1<sup>-/-</sup> and WT control Huh7 cells (three clones for each cell line) were analyzed with mass spectrometry for metabolite changes. Individual metabolites were normalized with cell numbers. Y axis represents the ratios that were calculated by comparing metabolites with the averages of those from three clones of WT control cells. X axis represents the full spectrum of metabolite isoforms from each category (see Supplementary Data 2 for metabolite details). P values from two-way ANOVA are indicated.

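Supplementary Data 2 gives the same kind of ratios for 3 SMARCAL1 KO clones of Huh7 cells, a human hepatoma line, with 3 values for each clone and for WT cells. Triglycerides differed by the length of their chains. Of those with up to 50 acyl carbons in all, the mean ratio was below 1 for 29 of 29 in clone 1, 26 of 30 in clone 2 and 28 of 28 in clone 3, with medians of 0.333, 0.555 and 0.235. Of those with 54 to 60 acyl carbons, 26 of 27, 25 of 27 and 26 of 27 were above 1, with medians of 2.70, 1.93 and 2.58. The limits on chain length were set after the values were seen. The triglycerides also differed by double bonds. Those with 0 to 2 had medians of 0.597, 0.953 and 0.507 in clones 1, 2 and 3. Those with 5 to 12 had medians of 2.445, 1.55 and 2.59. Chain length and double bonds were not separated here. Over all triglycerides the medians were 1.15, 1.17 and 1.07. The fatty acid panel, which also holds bile acids and sugars, had 43, 42 and 43 of 43 metabolites above 1, with medians of 2.58, 1.89 and 2.35. Mono- and diglycerides were mostly lower, with 8, 11 and 7 of 12 below 1 and medians of 0.435, 0.163 and 0.613. Cholesteryl esters went both ways, with 10, 6 and 8 of 13 above 1. Of 29 plasmalogens, 27, 25 and 27 were above 1, with medians of 4.16, 3.43 and 5.34. Of 78 other phospholipids and sphingolipids, 66, 68 and 62 were above 1.

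**Figure D4:**
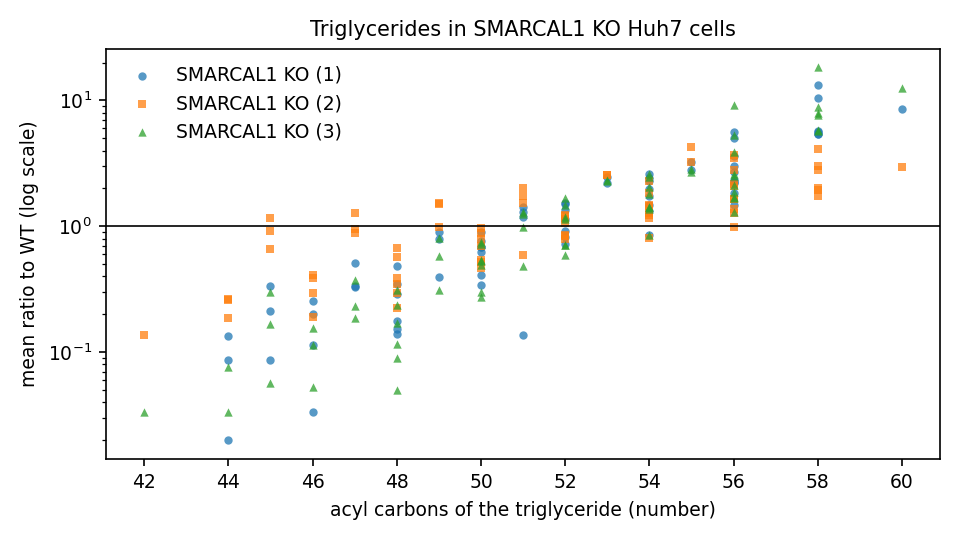
Mean ratio to WT (log scale) of each triglyceride against its number of acyl carbons in 3 SMARCAL1 KO clones of Huh7 cells, where each point is a triglyceride with 3 values in that clone and the line is a ratio of 1. Points with up to 50 carbons lie mostly below the line and those with 54 or more mostly above it.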

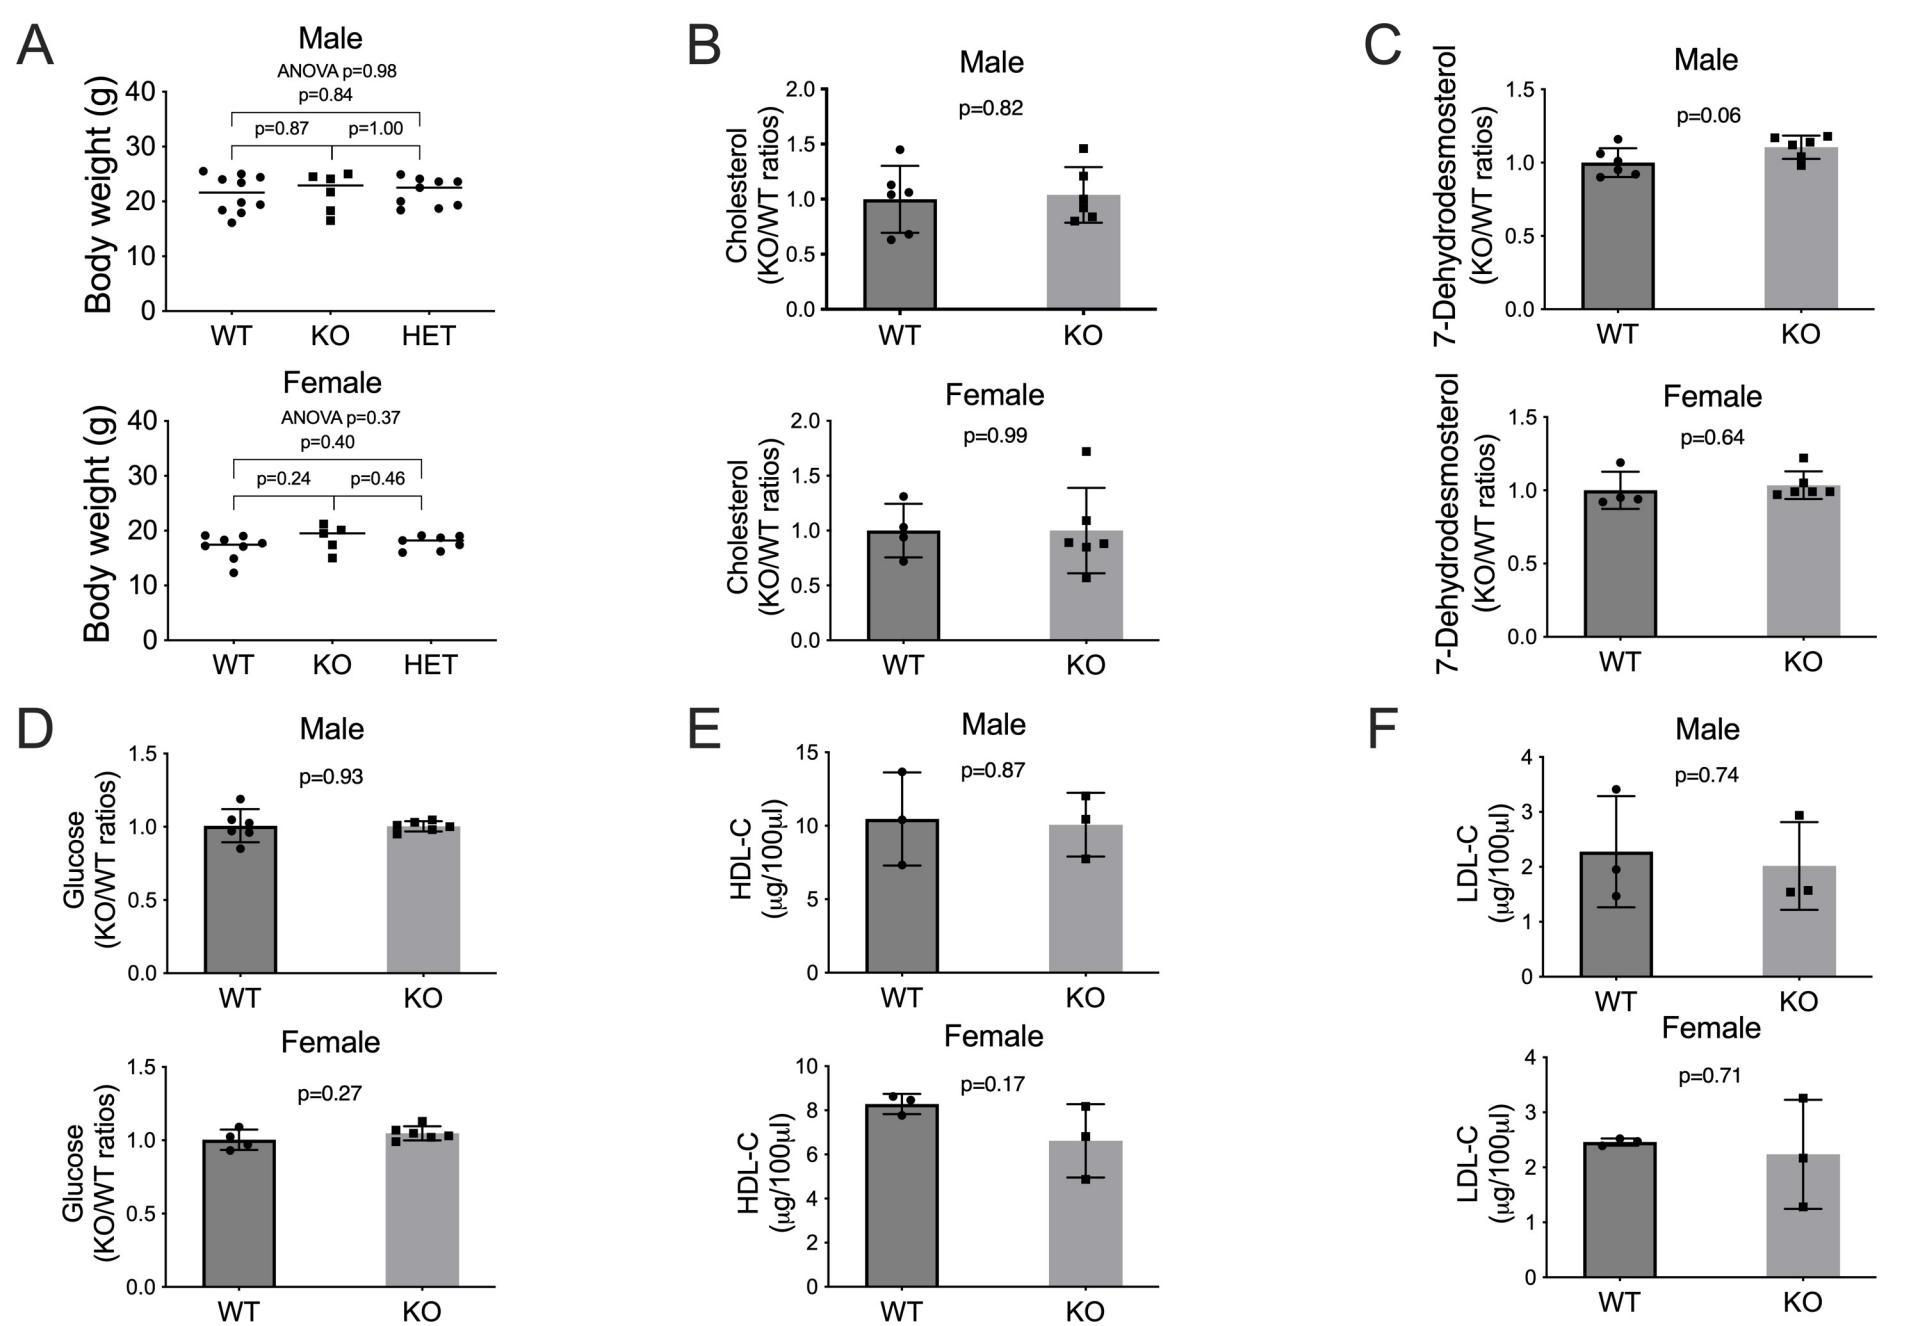

**Fig. S4. Comparative analysis of background data from SmarAL1 KO mice and WT controls.** **A.** Body weight comparison. Comparison of body weight among male (top) and female (bottom) littermates of WT (*SmarAL1*<sup>+/+</sup>), HET (*SmarAL1*<sup>+/-</sup>), and KO (*SmarAL1*<sup>-/-</sup>) mice at age of 5-8 weeks. Each dot represents a single mouse. **B to D.** Total cholesterol (TC), 7-Dehydrodesmosterol (a cholesterol intermediate), and glucose levels. Comparison of TC (**B**), 7-Dehydrodesmosterol (**C**) and glucose (**D**) in male (top) and female (bottom) WT and KO littermates. The levels were measured using mass spectrometry, and the ratios were calculated by comparing KO mice to WT controls. **E and F.** HDL-C and LDL-C levels: Comparison of HDL-C (**E**) and LDL-C (**F**) levels in male (top) and female (bottom) KO and WT littermates. The levels were calculated based on FPLC data (see Fig. 2F). P values were calculated with t test or two-way ANOVA as indicated.

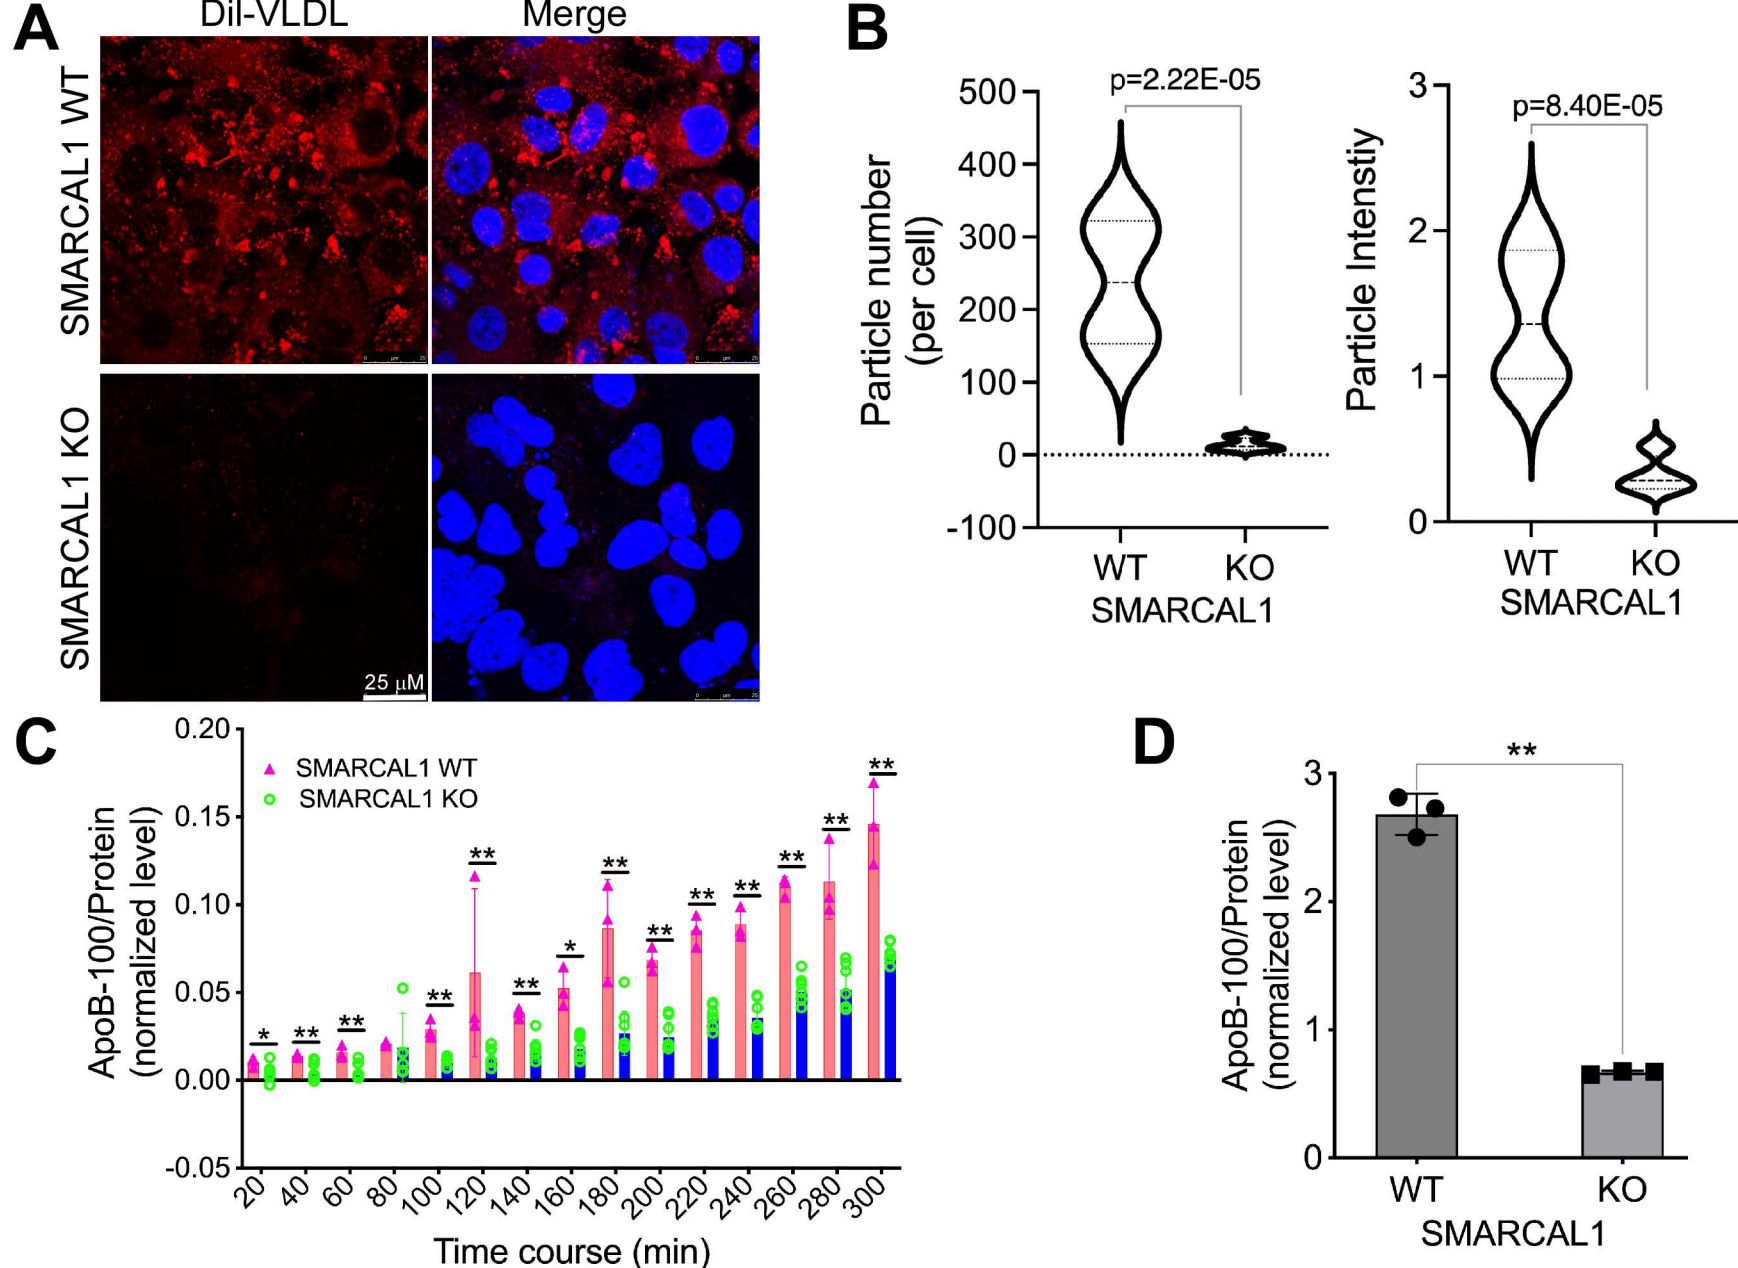

**Fig. S5. Inactivation of SMARCAL1 gene blocks very low-density lipoprotein (VLDL) uptake and reduces the secretion of nascent apolipoprotein B-100 (ApoB-100).** **A.** VLDL uptake analysis. SMARCAL1 KO and WT control Huh7 cells (Three clones for each cell line) were incubated with Dil-VLDL and analyzed by confocal microscope for Dil-VLDL uptake. **B.** Image quantification. Quantification of Dil-VLDL particle numbers and intensity was carried out for the images as in A from three independent experiments. The averages and deviations were calculated from three clones of the KO and control cells (~3,000 cells for each). **C.** and **D.** Nascent ApoB-100 secretion analysis. The ApoB-100 secretion from SMARCAL1 KO and WT control Huh7 cells (Three clones for each cell line. Three replicates for each KO clone) was analyzed in a time course (C) or overnight incubation (D) using ApoB ELISA kit. ApoB-100 protein was normalized with cell numbers. P values calculated from t test by comparing SMARCAL1 KO with the control. \*,  $P<0.05$ ; \*\*,  $P<0.01$ .

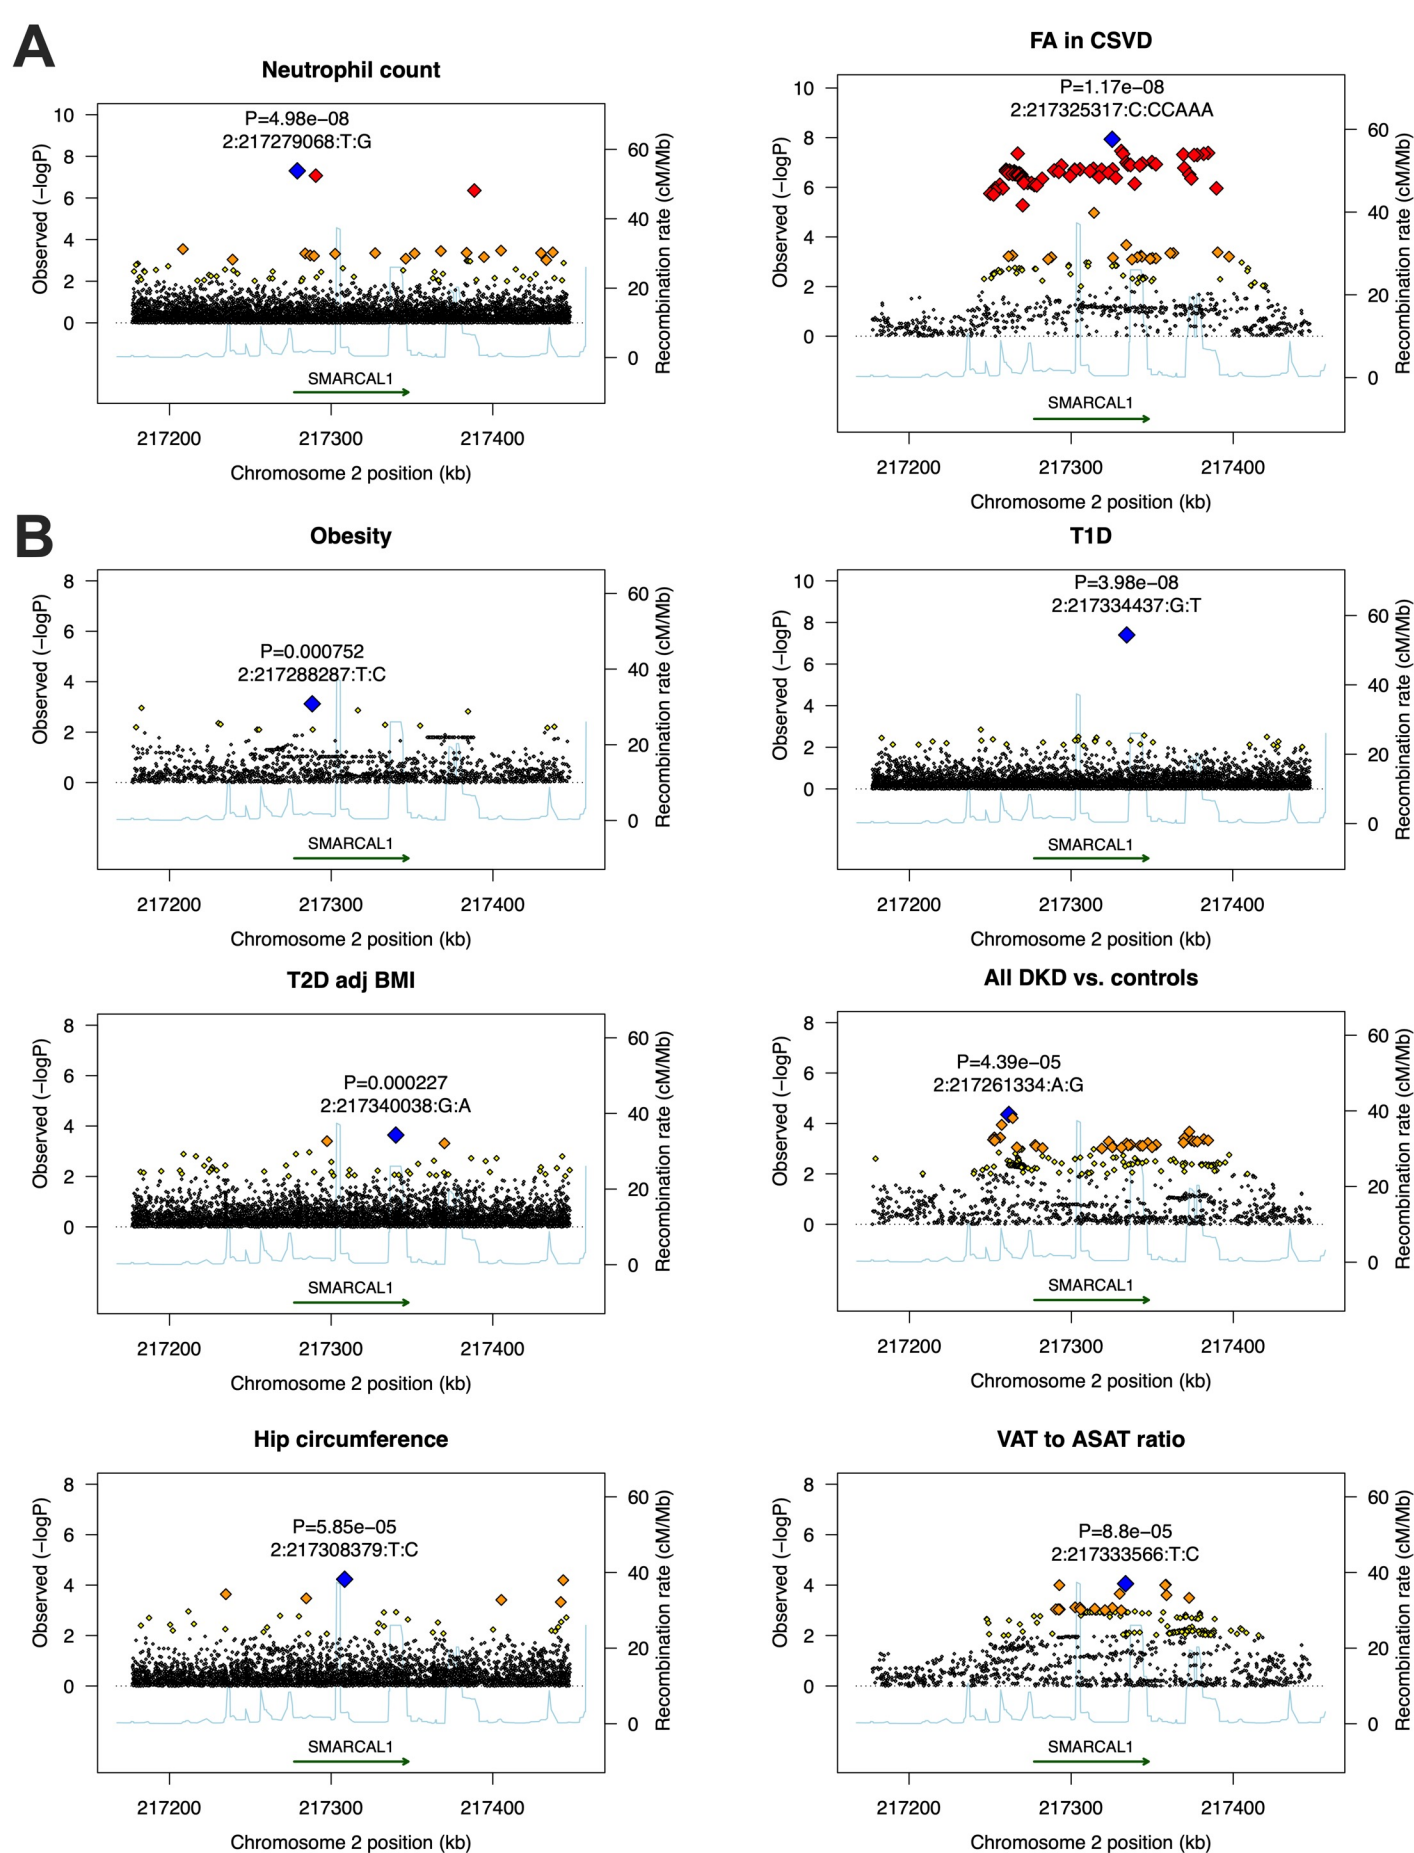

**Fig. S6. Genetic association analysis of the variants at the SMARCAL1 gene locus with human phenotypes.** Regional association plots of the variants with neutrophil count and fractional anisotropy in cerebral small vessel disease (FA in CSVD) (**A**) and other metabolic syndromes as indicated (**B**) (see Supplementary Data 4 and 5 for raw data, respectively). The p values and variant IDs of the top variants (blue square) for each phenotype are indicated.

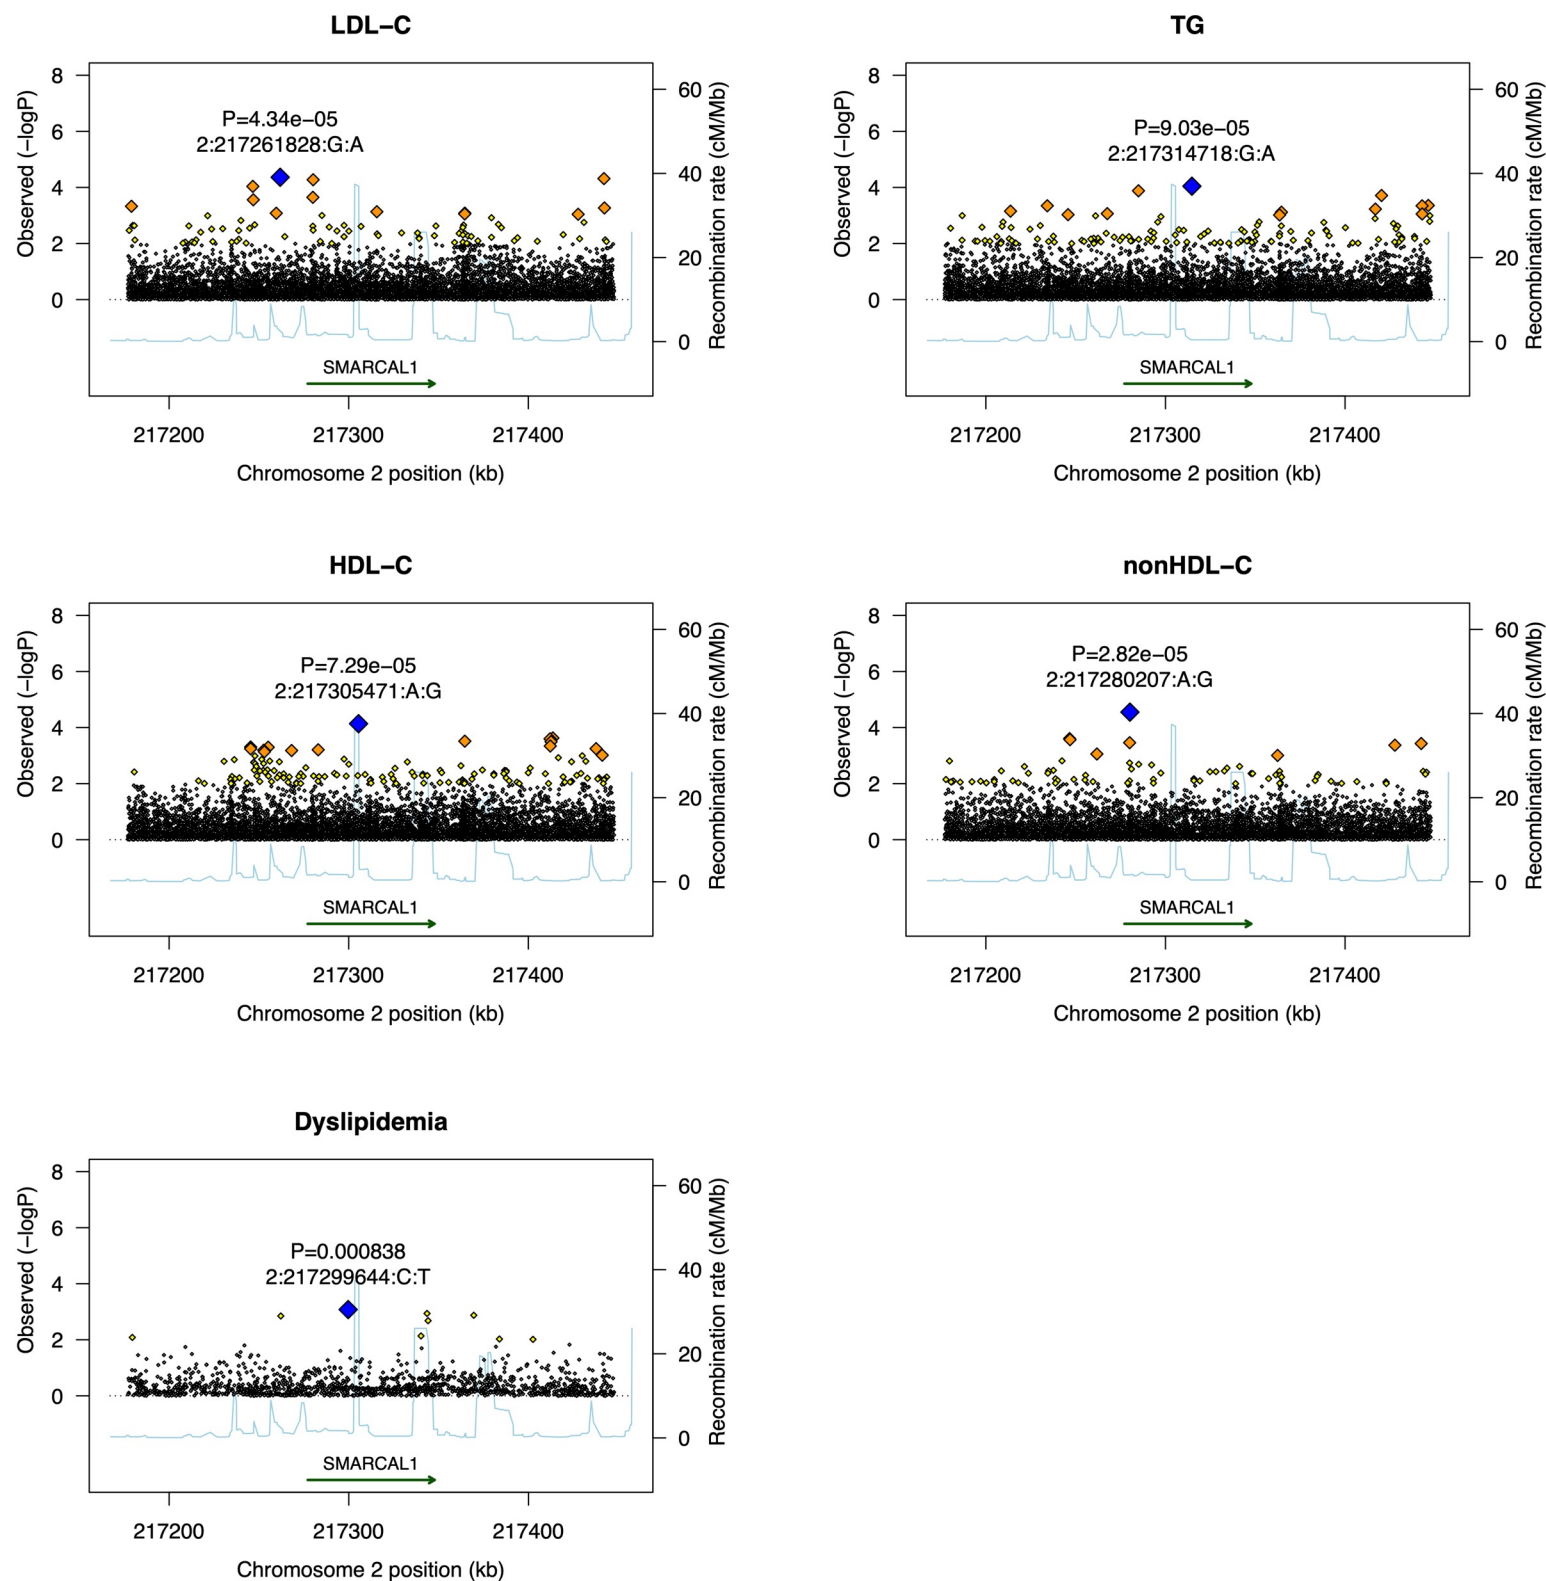

**Fig. S7. Genetic association analysis of the variants at the SMARCAL1 gene locus with lipid phenotypes.** Regional association plots of the variants with lipid phenotypes as indicated (see Supplementary Data 6 for raw data). The p values and variant IDs of the top variants (blue square) for each phenotype are indicated.

**A**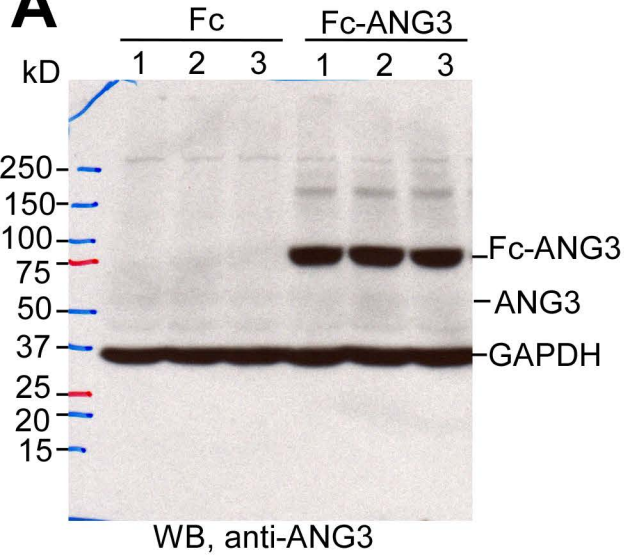**B**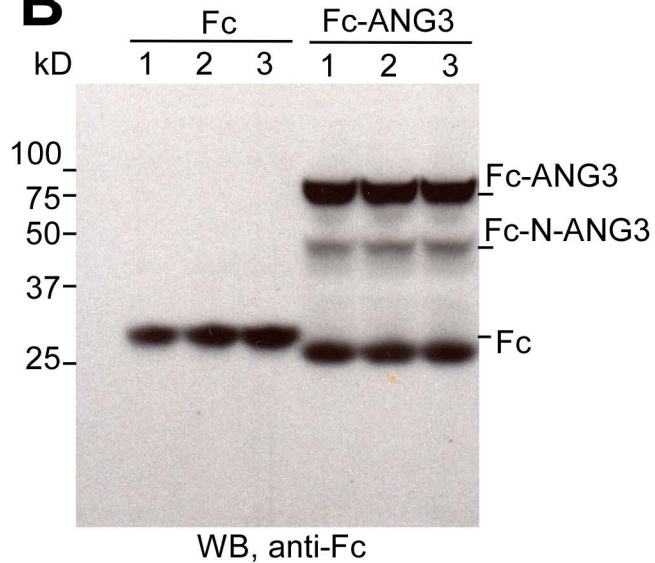**C**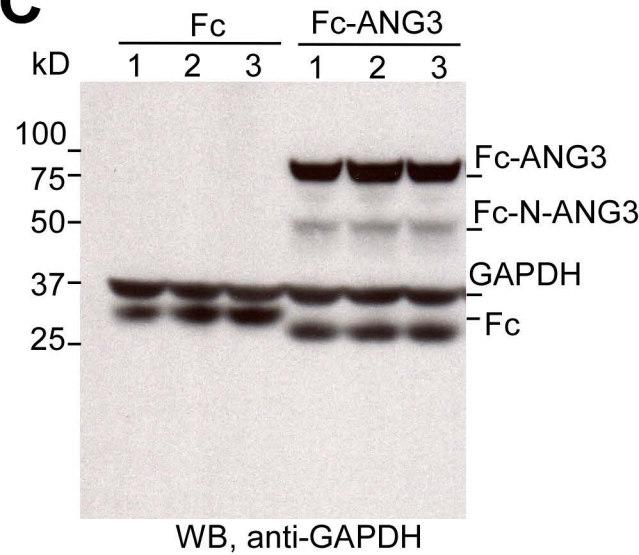

**Fig. S8.** Full images of Figure S1 top (**A**) and bottom (**B** and **C**) panels.

**A**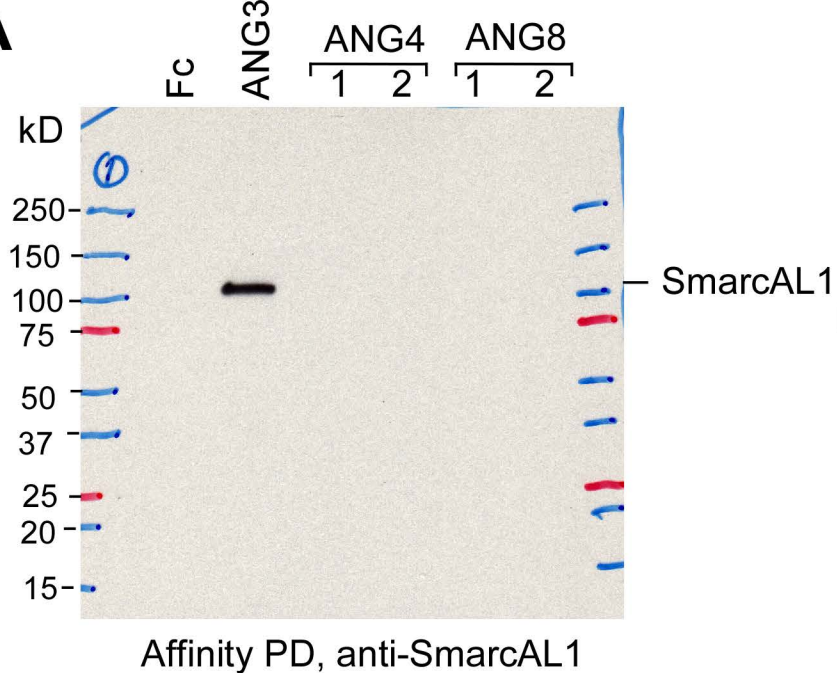**B**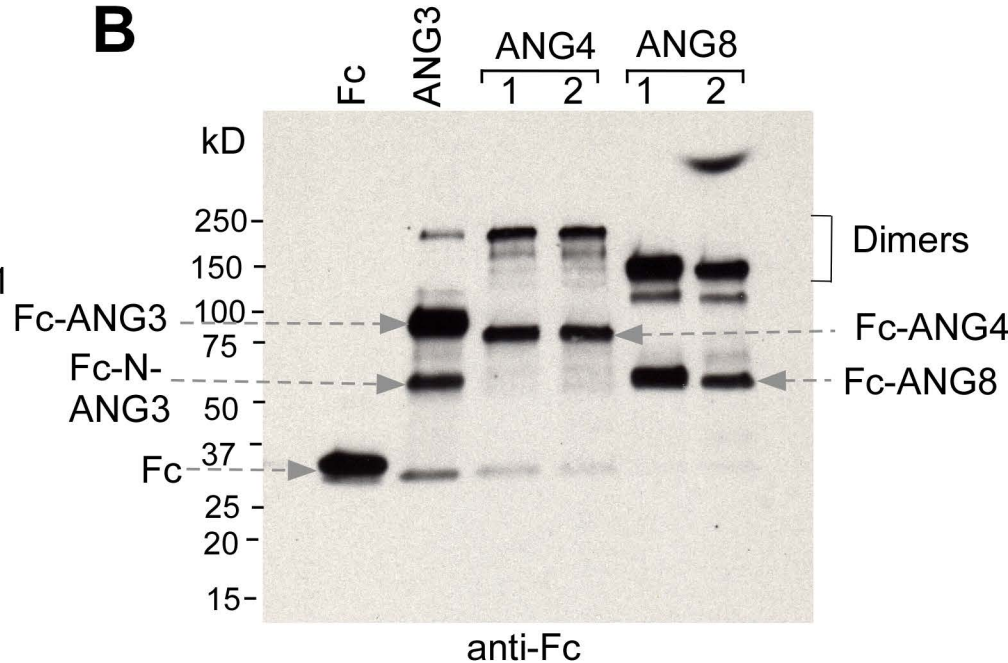**C**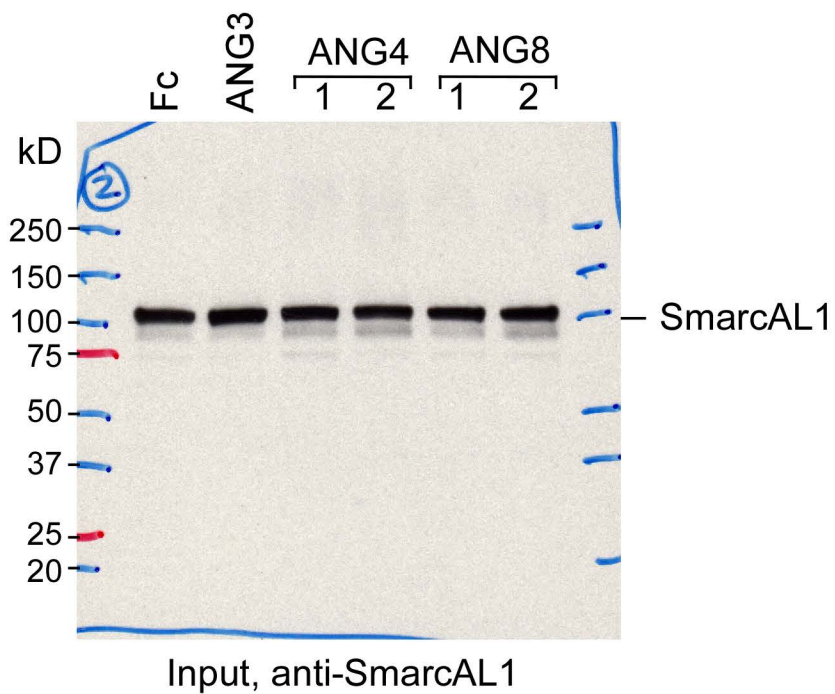

**Fig. S9.** Full images of Figure 1D. **A.** The blot for SmarcAL1 affinity pull-down (PD). **B.** The blot for Fc, Fc-ANG3, Fc-ANG4 and Fc-ANG8 expression. **C.** The input blot probed with anti-SmarcAL1 antibody.

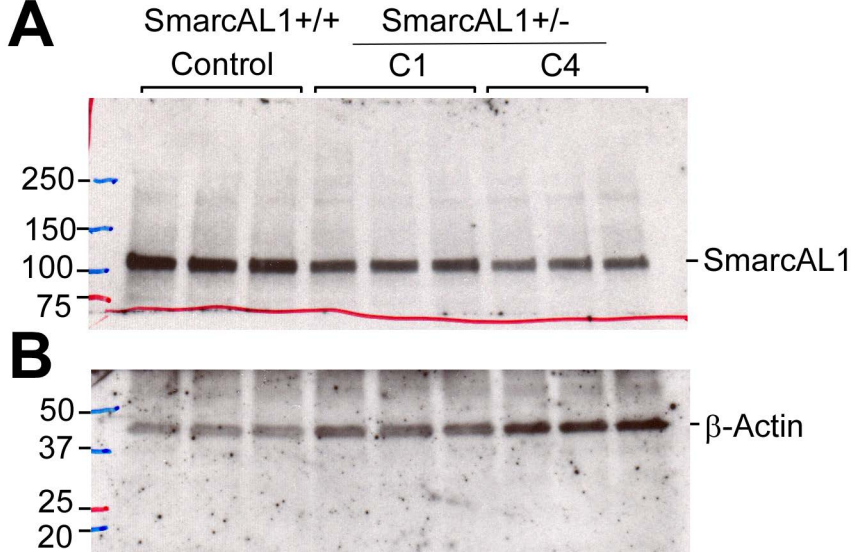

**Fig. S10.** Full images of Figure 2A bottom panel. **A.** SmarcAL1 blot. **B.**  $\beta$ -Actin blot. The whole blot was cut into two parts. The top half was probed with anti-SmarcAL1 antibody (**A**). The bottom half was probed with anti- $\beta$ -Actin antibody (**B**).

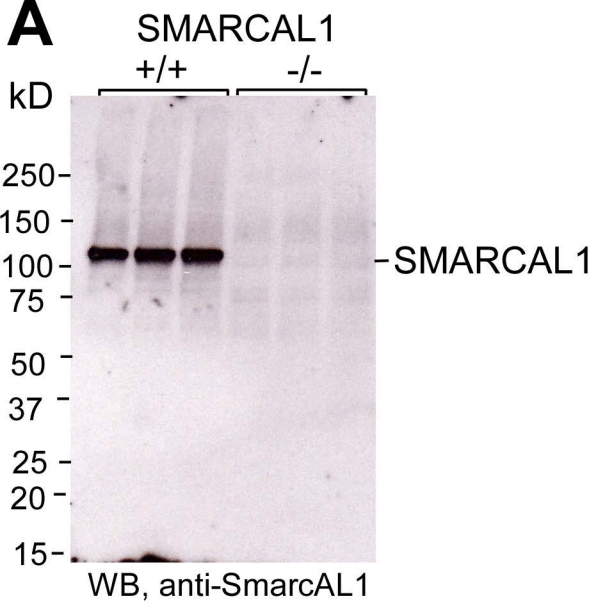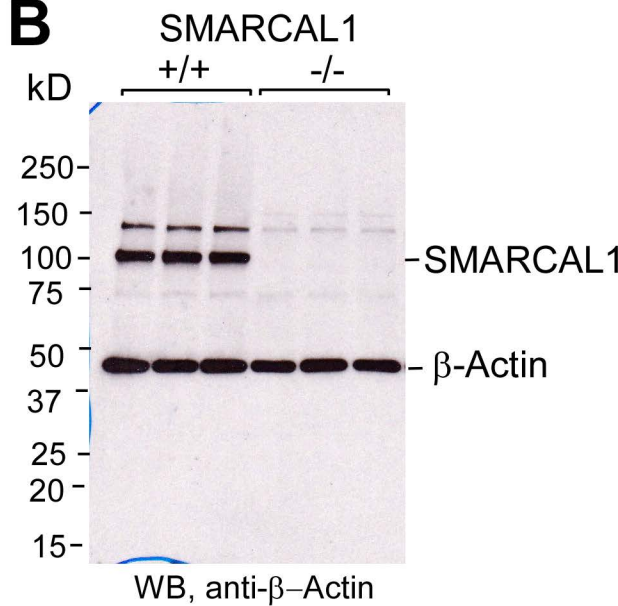

**Fig. S11.** Full images of Figure 2B bottom panel. **A.** SMARCAL1 blot. **B.**  $\beta$ -Actin blot.

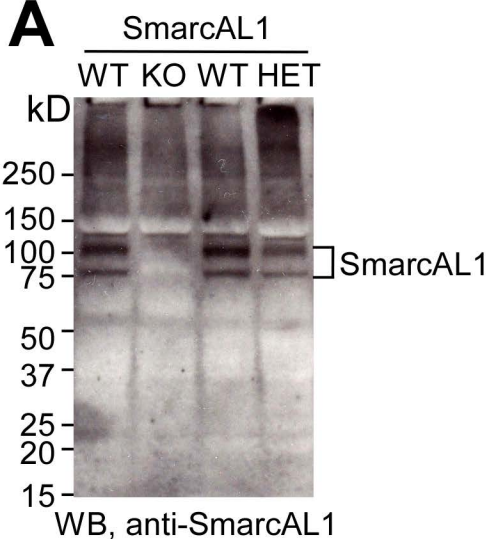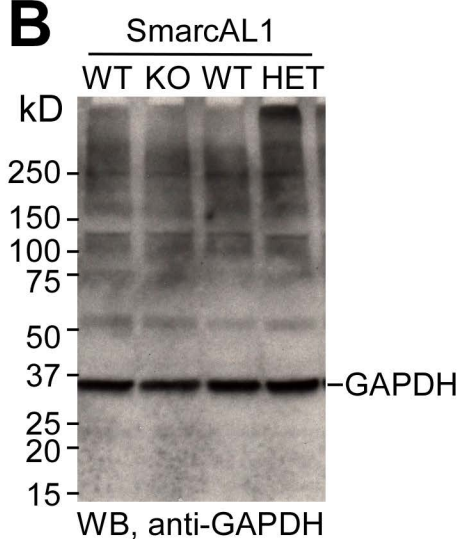

**Fig. S12.** Full images of Figure 2C. **A.** SMARCAL1 blot. **B.** GAPDH blot.

**Supplementary Table 1. Materials used in this study**

| Primary antibodies                                             | Cat #      | Suppliers/Manufacturers   |
|----------------------------------------------------------------|------------|---------------------------|
| Goat anti-Human IgG (Fc specific) antibody                     | I2136      | Sigma-Aldrich             |
| Goat anti-Human IgG (Fc specific)-FITC antibody                | F9512      | Sigma-Aldrich             |
| Goat anti-Human IgG (Fc specific)-peroxidase antibody          | A0170      | Sigma-Aldrich             |
| Mouse monoclonal SmarAL1 antibody                              | sc-376377  | Santa Cruz Biotechnology  |
| Rabbit polyclonal anti-SmarAL1 antibody                        | NBP2-20414 | Novus Biologicals         |
| Rabbit polyclonal anti-SmarAL1 antibody                        | ABE1836    | EMD Millipore             |
| Rabbit polyclonal SmarAL1 antibody (H-124)                     | sc-292681  | Santa Cruz Biotechnology  |
| Goat polyclonal SmarAL1 antibody (G-20)                        | sc-54518   | Santa Cruz Biotechnology  |
| Rabbit polyclonal SmarAL1 antibody                             | A301-616A  | BETHYL Laboratories       |
| Rabbit polyclonal anti-SmarAL1 antibody                        | ab115611   | abcam                     |
| Rabbit polyclonal SmarAL1 antibody                             | NBP2-20414 | Novus Biologicals         |
| Rabbit monoclonal Angptl3 (EPR7319) antibody                   | ab126718   | abcam                     |
| Mouse monoclonal Angptl3 (G-5) antibody                        | sc-365887  | Santa Cruz Biotechnology  |
| Rabbit polyclonal anti-ANGPTL3 antibody                        | ab154009   | abcam                     |
| Rabbit polyclonal anti-PMP70 antibody                          | PA1-650    | Thermo Fisher Scientific  |
| Mouse monoclonal anti-PMP70 antibody                           | SAB4200181 | Sigma                     |
| Rabbit monoclonal ATP5A [EPR13030(B)] antibody                 | ab176569   | abcam                     |
| Mouse monoclonal RPA1 (4C4) antibody                           | MA517166   | Thermo Fisher Scientific  |
| Mouse monoclonal $\beta$ -actin antibody (C4) (HRP conjugated) | sc-47778   | Santa Cruz Biotechnology  |
| Rabbit monoclonal GAPDH (14C10) (HRP conjugate) antibody       | #3683      | Cell Signaling Technology |
| Goat polyclonal anti-ApoB antibody                             | AB742      | Millipore                 |
| Mouse monoclonal ApoB (C1.4) antibody                          | sc-13538   | Santa Cruz Biotechnology  |

| Secondary antibodies                                                                   | Cat #    | Suppliers/Manufacturers       |
|----------------------------------------------------------------------------------------|----------|-------------------------------|
| Goat anti-mouse IgG (whole molecule) - peroxidase antibody                             | A4416    | Sigma-Aldrich                 |
| Goat anti-mouse IgM (m-chain specific) - peroxidase antibody                           | A8786    | Sigma-Aldrich                 |
| Goat anti-rat IgG (whole molecule) - peroxidase antibody                               | A9037    | Sigma-Aldrich                 |
| Goat anti-rabbit IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 488          | A11008   | Fisher Scientific             |
| Goat anti-mouse IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 546           | A11003   | Fisher Scientific             |
| Donkey anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, alexa fluor 488 | A21206   | Fisher Scientific             |
| Donkey anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, alexa fluor 555 | A31572   | Fisher Scientific             |
| Donkey anti-mouse IgG (H+L) highly cross-adsorbed secondary antibody, alexa fluor 488  | A21202   | Fisher Scientific             |
| Novex goat anti-rabbit IgG (H+L) secondary antibody, alexa fluor 488 conjugate         | A11008   | Life Technologies             |
| Goat anti-mouse IgG (H+L) highly cross-adsorbed secondary antibody, alexa fluor 568    | A11031   | Fisher Scientific             |
| Donkey anti-goat IgG (H+L) cross-adsorbed secondary antibody, alexa fluor 633          | A21082   | Fisher Scientific             |
| Goat anti-mouse IgG H+L secondary antibody, alexa fluor 488                            | ab150113 | abcam                         |
| Goat anti-mouse IgG (H+L) secondary antibody, alexa fluor 568                          | A11031   | Life Technologies Corporation |
| Donkey anti-goat IgG (H+L) secondary antibody, alexa fluor 633                         | A21082   | Life Technologies Corporation |

| Lipid reagents and assay kits                                        | Cat #      | Suppliers/Manufacturers            |
|----------------------------------------------------------------------|------------|------------------------------------|
| Glycerol standard                                                    | G7793      | Sigma-Aldrich                      |
| Cholesterol standard                                                 | 1012-030   | Fisher Scientific                  |
| Human LDL                                                            | BT-903     | Thermo Fisher Scientific Chemicals |
| Human Dil-VLDL                                                       | J65568-AMH | VWR International                  |
| Human Dil-LDL                                                        | J65330-AMH | Fisher Scientific                  |
| Human plasma Dil-LDL                                                 | L3482      | Life technologies                  |
| Human plasma Dil-VLDL (BT-922)                                       | J65568     | Alfa Aesar                         |
| Human plasma Dil-LDL (BT-904)                                        | J65330     | Alfa Aesar                         |
| BODIPY 558/568 c12 lipid probes                                      | D-3835     | Thermo Fisher Scientific           |
| Triglyceride colorimetric assay kit                                  | 10010303   | Cayman Chemical Company            |
| Cholesterol fluorometric assay Kit                                   | 10007640   | Cayman Chemical Company            |
| Free fatty acid fluorometric assay Kit                               | 700310     | Cayman Chemical Company            |
| Free fatty acid quantification assay kit (colorimetric/fluorometric) | ab65341    | abcam                              |
| Human ApoB ELISAPRO kit                                              | 3715-1HP-2 | MABTECH                            |

| Human primary hepatocytes | Cat #  | Suppliers/Manufacturers         |
|---------------------------|--------|---------------------------------|
| Human primary hepatocytes | HMCPMS | Life Technologies/Thermo Fisher |

| Cell culture media and serum            | Cat #      | Suppliers/Manufacturers  |
|-----------------------------------------|------------|--------------------------|
| Dulbecco's Modified Eagle Medium (DMEM) | 11995      | Thermo Fisher Scientific |
| Opti-MEM™ I Reduced Serum Medium        | 31985070   | Thermo Fisher Scientific |
| FBS (heat inactivated)                  | 12306C     | SAFC                     |
| Low IgG FBS                             | 100120     | GEMINI Bio-product       |
| Super low IgG FBS                       | SH30898.03 | VWR International        |
| Absolute low IgG FBS                    | 100-120    | Fisher Scientific        |

# Supplementary material for: Chromatin regulator SMARCAL1 modulates cellular lipid metabolism
**Source:** Commun Biol. 2023 Dec 21;6:1298. doi: 10.1038/s42003-023-05665-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Supplementary Data Files

File name: Supplementary Data 1

Description: Metabolomics analysis of cell lipid and polar lipid metabolite changes of heterologous *SmarcAL1*^{+/-} McA cells as compared with WT control cells (also see Supplementary Figure S2).

File name: Supplementary Data 2

Description: Metabolomics analysis of cell lipid and polar lipid metabolite changes of homologous *SmarcAL1*^{-/-} Huh7 cells as compared with WT control cells (also see Supplementary Figure S3).

File name: Supplementary Data 3

Description: Inactivation of *SmarcAL1* gene decreases the expression of genes related to cellular lipid metabolism. Differentially expressed genes related to lipid, FA, mitochondria, peroxisome metabolism and insulin resistance from RNA-seq analysis (also see Figure 4C).

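Supplementary Data 3 lists genes on 5 sheets, each gene with the FPKM of the SmarcAL1+/- group, named U2, the FPKM of the WT group and their log2 ratio. The symbols are written in the human style although the cells are rat. Of its 358 rows, 352 were matched to the deposited comparison by symbol and the other 6 by their pair of FPKM values, and all 358 pairs of FPKM values were the same. The log2 ratios computed from the deposited FPKM without a pseudocount differed from the paper's by 5.0e-06 at most. The sheets hold 45 fatty acid genes, 96 other lipid genes, 173 mitochondrial genes, 29 peroxisomal genes and 15 insulin resistance genes, and some genes are on more than 1 sheet, so that there are 289 different genes. All 343 rows of the first 4 sheets are lower in SmarcAL1+/- cells and all 15 insulin resistance genes are higher. The smallest change on any sheet is a log2 ratio of 1.21 in size, so the sheets show strongly changed genes and not all members of a pathway. In the deposited comparison, 1124 genes were lower by at least that much. With the filter and pseudocount used here, the median log2 ratio was -1.93 for the 44 kept fatty acid genes, -1.71 for the 90 kept lipid genes, -1.51 for the 163 kept mitochondrial genes and -1.84 for the 29 peroxisomal genes. The study chose these genes on these samples, so their direction is not independent evidence.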

File name: Supplementary Data 4

Description: Genetic association analysis of the genetic variations at the SMARCAL1 gene locus with neutrophil count and FA in CSVD (also see Supplementary Figure S6A).

File name: Supplementary Data 5

Description: Genetic association analysis of the genetic variations at the SMARCAL1 gene locus with metabolic syndromes (also see Supplementary Figure S6B).

File name: Supplementary Data 6

Description: Genetic association analysis of the genetic variations at the SMARCAL1 gene locus with lipid phenotypes (also see Supplementary Figure S7).

How the deposited data were processed for this re-analysis (not part of the article)

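RNA from 3 WT and 3 SmarcAL1+/- cultures of McA cells, the only groups of the series, was sequenced. According to the submitters' processing notes, the authors made reads with bcl2fastq 1.8.4, trimmed them with Trimmomatic 0.35, checked them with FastQC 0.10.1, aligned them with STAR 2.4.2 to Rnor_6.0 and ran Cufflinks 2.2.1 and Cuffdiff. The methods of the paper name STAR and Cuffdiff of the same versions and take genes with p and q under 0.05. The normalization used within Cuffdiff and the strand setting of the counting are not given in the sources used here.

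The deposited files hold the authors' single FPKM per gene and group, with the authors' confidence bounds, and the authors' comparison of the groups with a p-value and a q-value. The deposited log2 fold change is WT over SmarcAL1+/-, so its sign was turned round here, and the ratios recomputed from the FPKM matched it within 2.4e-05. All 8440 listed genes carry a call of different at q under 0.05, the largest q being 0.0498 and the largest p 0.0348 in the authors' deposited table. In that table 6017 genes have the smallest p, 5e-05. The ratio of p to q at each rank gave 12069 tested genes for every listed gene. Genes the authors tested and did not call are not analysed here. The FPKM of 9 genes differ between the deposited tables by over 0.1%, and the comparison's values were used. No sample has a value of its own, so no SD, no n and no leave-one-out value is given, and the depth is unknown. Of the listed genes, 318 overlap another listed gene.

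Log2 ratios of SmarcAL1+/- over WT were computed as log2((FPKM + 0.1)/(FPKM + 0.1)) for the 7946 genes with an FPKM of at least 1 in either group. The gene lists were fixed from textbook knowledge before the deposited files were examined, and the study's 5 lists were copied from Supplementary Data 3. That supplement, which gives the same FPKM values for its genes, had been seen by then, so the lists are not blind to those genes. A list of RNAs without a poly(A) tail was written later, before those genes were looked up. Members were matched by symbol, 880 of them, or by a synonym that is not itself a symbol, 18 of them, and 238 were not among the listed genes. For each list the median log2 ratio was set beside 10000 random lists of the same size, matched on mean expression in 20 bins, with a 2-sided p. Fisher's exact test, one-sided and Benjamini-Hochberg adjusted over 64 tests on 32 lists with enough members, compared the direction of the members with that of the other listed genes. The planned background was all tested genes, but only called genes were at hand, so the test is on direction among called genes and the random lists also hold called genes only. Counts adjusted over the list alone could not be made without the p-values of the members that were not called. Genes are not independent replicates.

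Both steps were tested on simulated data over the same 7946 genes. Of 100 random lists of 20 genes, 6% had p under 0.05 in the comparison with random lists and 1% in the test on direction, and 83% and 89% did after the lists were lowered by 1 on the log2 scale. The ratios were shuffled over all genes, which removes shared regulation of members and the link of direction with expression. These rates therefore do not give the error of either test on the real lists. The number of tests recovered from simulated q-values was 12000, the number simulated.

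Genes named in the text were chosen by a rule fixed at the same time. It takes the genes the study names, the 10 largest rises and 10 largest falls among genes with a symbol and an FPKM of at least 5, up to 4 members with the largest change and up to 2 in the opposite direction from each list described, and the 5 highest genes of each group. Clone-based names were not counted as symbols for the largest changes. Alternatives tried were no minimum or a minimum FPKM of 5, pseudocounts of 1 and 0.01, a change of at least 2-fold, q under 0.01, only symbols with a single row, centring on the median of all kept genes and leaving out members of the study's lists. Centring on the housekeeping genes and subtracting the median of each gene's 20 Mb window were added after seeing the data. Metabolite ratios were read from Supplementary Data 1 and 2. The guide RNA targets were not placed on a genome, and the human genetic association supplements were not analysed here. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.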

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

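The tests on whole chromosomes and on RNAs without a poly(A) tail were set before their results were seen, and the tests on 20 Mb windows, scaling, expression level and S phase were chosen after the results they measure were seen.

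Some gene groups outside those the paper discusses stood apart from the other genes. Targets of ATF4, the transcription factor of the integrated stress response, were higher in 21 of 23 cases, with a median log2 ratio of 0.82 and an adjusted p of 0.000166 by Fisher's exact test. In SmarcAL1+/- cells Gpt2 rose from 4.31 to 71 FPKM, Ppp1r15a from 8.79 to 94.1 FPKM and Atf3 from 12.6 to 98.7 FPKM, while Psat1 at 374 and 295 FPKM and Atf5 at 49.5 and 42.3 FPKM in WT and SmarcAL1+/- cells were lower, which turned to higher when centred on the housekeeping genes. Targets of NF-kB and inflammation were higher in 11 of 12 cases, with a median log2 ratio of 1.099 and an adjusted p of 0.0125 by Fisher's exact test, which was 0.202 with at least 2-fold required, 0.0521 with an FPKM of at least 5 and 0.0077 to 0.0264 under the other alternatives. Cxcl1 rose from 2.78 to 133 FPKM and Relb from 0.765 to 3.34 FPKM, whereas the acute-phase gene Crp fell from 11.5 to 0.352 FPKM. Lcn2 had the largest rise of the genes named by the rule that were above 0 in WT, on the log2(FPKM + 0.1) scale, and reached 1962 FPKM in SmarcAL1+/- cells. Interferon-stimulated genes were higher in 10 of 12 cases, with a median log2 ratio of 1.91, above that of every one of 10000 random lists matched on mean expression, and an adjusted p of 0.0597 for direction. Ifi27 rose from 0.707 to 26.5 FPKM, Usp18 from 1.9 to 57.9 FPKM, Ifit2 from 0.845 to 26.7 FPKM and Rsad2 from 1.07 to 29.2 FPKM. Bst2 and Stat1 were lower, and both were higher when centred on the housekeeping genes.

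Neighbouring genes tended to move together. Of 130 windows of 20 Mb with at least 20 kept genes, 17 had under 30% or over 70% lower genes, where shuffling the directions among genes of like expression level gave a median of 1 and a 99th percentile of 5 (p = 1e-04 by this permutation test, the smallest that 10000 shuffles can give). These windows hold 782 genes, among them 45 of 52 lower genes on chromosome 6 from 80000001 to 100000000 and 44 of 58 higher genes on chromosome 16 from 60000001 to 80000000. This is consistent with gains or losses of parts of chromosomes in 1 group of cells, while regional control of expression and the loss of a Smarcal1 allele remain untested. Changes of whole chromosomes as the main cause are argued against by a mean share of 54.9% of genes in the larger direction per chromosome, and for chromosome 14, with 35.5% lower genes and a gap of 16.9 points to the others (99th percentile of shuffles 11.1), a whole gain cannot be told apart from other causes because the gap lay under the 20 points set beforehand.

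The respiratory chain genes were lower, and their median differed from that of the housekeeping genes by only 0.0801, as 1 scaling factor between the groups would leave it. This closeness cannot decide on scaling, because 2 groups of genes that fell alike would show it too. The 12 housekeeping genes are present only because they were called different, and their log2 ratios ranged from -1.93 to -0.27. The share of lower genes was 95.5% for the 67 kept respiratory chain genes and 68.7% for the 795 kept genes with the highest mean FPKM. The respiratory chain median lay at percentile 1.3 among random lists matched on mean expression (permutation test, p = 0.0264). That percentile lay between the bounds set for this test, so it cannot decide on a fall shared by genes of like expression level. The share of 95.5% lay above that of each of 10 groups of kept genes by mean FPKM. Those groups are not matched to the respiratory chain genes. With members of the study's lists left out, which removes strongly lower genes by construction, the median lay at percentile 10.9. All 12 housekeeping genes were lower too, and such genes can themselves change. The cholesterol synthesis genes lay -1.83 from the housekeeping median and at a median of -2.24 with the window medians subtracted, which argues against scaling and against changes of parts of chromosomes as their cause. A difference in SmarcAL1 genotype or between clones remains open for both groups of genes, as untested.

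All 22 kept histone genes were lower, with a median log2 ratio of -2.96 and an adjusted p of 1.1e-05 for direction. Hist1h2bl fell from 176 to 8.14 FPKM and Hist1h2ail1 from 66.7 to 3.59 FPKM, and reads may be shared between such paralogs. Fewer cells in S phase cannot be told apart, because the genes of DNA replication and the cell cycle went both ways, with a median log2 ratio of -0.46, or 0.21 relative to the housekeeping genes, and 40% of them higher. The libraries were made from total RNA depleted of ribosomal RNA, and no step that selects poly(A) tails is described for them. The values themselves cannot test a lower recovery of RNAs without a poly(A) tail, because only 1 other such RNA was among the kept genes, at a log2 ratio of -0.41. A difference in SmarcAL1 genotype or between clones also stays open, as untested.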

How the results depend on the processing

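Centring on the housekeeping genes and subtracting window medians were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the files hold 1 value per group, although the labels of both groups share the numbers 2 and 3. For the same reason leaving out replicates, a replicate block, other tests and other splits of the samples were not run, and an adjustment over the kept genes alone was not run because the p-values of uncalled genes are not among the values used. Depth is unknown. No alternative changes the authors' calls, so the counts of called genes only show the filters. The 4120 lower and 3826 higher genes became 1359 and 1317 with at least 2-fold required, and 911 and 1882 with at least 2-fold required on ratios centred on the median of all genes, and they stayed within 1.5 times under the other settings. The median of called genes falls on the side of the larger group, so the counts of 911 and 1882 do not show a shared shift.

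Of 40 list medians, 40 kept their direction and side of the threshold with a pseudocount of 0.01 and 38 with a pseudocount of 1. The TCA cycle at -0.75 passed p = 0.05 in the permutation test with random lists without the filter (-0.75) and with a pseudocount of 1 (-0.75). With an FPKM of at least 5, the peroxins turned from 0.44 to -0.55 with 2 members left, and peroxisomal fatty acid oxidation at -0.48 no longer stood apart from random lists. Centring on the median of all genes turned the heat shock proteins from -0.13 to 0.12, Atf5 to 0.0228 and Stat1 to 0.0461, and left the other 177 named genes in their direction.

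Leaving out members of the study's lists removes the most changed genes by construction. The medians were then -0.78 for cholesterol synthesis, -0.35 for fatty acid synthesis, -0.48 for peroxisomal fatty acid oxidation, -0.59 for apolipoproteins and -0.52 for oxidative phosphorylation, none of which stood apart from random lists, and 0.34 for the LDL receptor family and 0.53 for heat shock proteins, the latter then standing apart at percentile 97.7. The other sterol-regulated genes at -0.54 and the PPARA targets at -0.53 no longer stood apart either, nor did the PPARA targets with an FPKM of at least 5 (-0.61), a pseudocount of 1 (-0.67) or window medians subtracted (-0.43). The adjusted p for direction was 0.0887 for cholesterol synthesis (4.53e-05 to 0.000557 under the other alternatives), 0.898 for fatty acid synthesis (0.00568 to 0.0489) and 0.0887 for apolipoproteins (0.000116 to 0.00568). With at least 2-fold required, it was 0.118 for peroxisomal fatty acid oxidation (0.00223 to 0.0247 otherwise) and 0.144 for the TCA cycle (0.000116 to 0.000477 otherwise), where fewer genes are compared. There it was also over 0.05 for the cytosolic ribosome (0.144), glycolysis (0.144), NF-kB targets (0.202) and housekeeping genes (0.21) and under 0.05 for interferon-stimulated genes (0.0125). With an FPKM of at least 5 it was 0.0521 for the cytosolic ribosome, glycolysis and NF-kB targets. At 2-fold the TCA cycle and glycolysis each had 5 genes left and the housekeeping genes 4. All of these were lower, so the test could give no smaller p for those lists.

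Centring on the housekeeping genes, whose median is -0.68, moves every ratio up, and lists with a smaller fall changed sign. Those genes are listed only because they were called different, so the centred values are relative to genes not known to be unchanged. Medians became 0.14 for mitochondrial fatty acid oxidation, 0.35 for lipid droplet proteins, 0.0186 for lipolysis, 0.24 for the LDL receptor family, 0.0801 for oxidative phosphorylation, 0.0678 for mitochondrially encoded genes, 0.27 for the cytosolic ribosome, 0.30 for endoplasmic reticulum chaperones, 0.54 for heat shock proteins, 0.21 for DNA replication and the cell cycle, 0.26 for the SMARCAL1 complex and 0.0444 for glycolysis. Genes became 0.11 for AABR07060522.3, 0.26 for Abcd3, 0.0186 for Abhd5, 0.11 for Apoe, 0.45 for Atf5, 0.35 for Bst2, 0.13 for Gapdh, 0.0678 for Mt-nd1, 0.10 for Mt-nd4l, 0.34 for Psat1 and 0.47 for Stat1. Subtracting window medians gave -0.26 for triglyceride synthesis, -0.0026 for insulin resistance, 0.0414 for endoplasmic reticulum chaperones and 0.0032 for heat shock proteins, and the LDL receptor family at -0.98 and the 2 cholangiocyte markers at -1.69 then stood apart from random lists. A window median of called genes falls on the side of its larger group, so such moves may come from a small majority of neighbours. Beyond these points the cause was not tested.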

Differences from the paper's values

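Of 55 genes compared with Supplementary Data 3, none differed from the paper's log2 fold change by more than the error taken from the authors' confidence bounds, once both were on the paper's scale without a pseudocount. On the log2(FPKM + 0.1) scale, 3 genes with a low FPKM differed. For Aadac the value was -3.02 and the paper's -3.65, which is also the value without a pseudocount. For Reep1 these were -6.12 and the paper's -8.00, and for Creb3l1 2.42 and the paper's 3.17, again equal to the values without a pseudocount.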

Other observations

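Of the kept targets of NRF2, the regulator of the response to oxidants, 15 were lower and 1 was higher in SmarcAL1+/- McA cells, with a median log2 ratio of -1.63 and an adjusted p of 0.00274 by Fisher's exact test for direction. Nqo1 fell from 464 to 24.2 FPKM, Gclm and Gclc, which encode the enzyme of the first step of glutathione synthesis, fell from 323 to 63.4 FPKM and from 131 to 26.4 FPKM, and Slc7a11, the cystine transporter gene, rose from 22 to 100.4 FPKM. The list of aryl hydrocarbon receptor targets also holds the receptor gene Ahr. It had 4 lower genes and 1 higher gene, Ahr, and a median of -2.70, below that of every random list. By Fisher's exact test the adjusted p for direction was 0.566. With members of the study's lists left out, which removes strongly lower genes by construction, the median was -1.36, at percentile 3.32. Cyp1a1 fell from 212 to 15.4 FPKM, Cyp1b1 from 11.7 to 1.72 FPKM and Tiparp from 35.4 to 13.7 FPKM, whereas Ahr rose from 33 to 79.4 FPKM. Nqo1 is on both lists. Of 13 glycolysis genes, 12 were lower, with a median of -0.63, or 0.0444 relative to the housekeeping genes. The adjusted p was 0.0136 by Fisher's exact test, 0.144 with at least 2-fold required, 0.0521 with an FPKM of at least 5 and 0.0107 to 0.0265 under the other alternatives. The 5 glycolysis genes left at 2-fold were all lower, so the test could give no smaller p there. With an FPKM of at least 5 the median was -0.97, which then stood apart from random lists at percentile 1.54. Aldob fell from 360 to 42.9 FPKM and Pklr, the liver form of pyruvate kinase, from 8.29 to 2.13 FPKM, whereas Pkm rose from 20.7 to 33.4 FPKM.

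Hepatocyte markers went both ways, with 14 higher and 9 lower, and their median log2 ratio of 0.62 lay at percentile 99.85 among random lists matched on mean expression. By Fisher's exact test the adjusted p for being more often higher was 0.474. Ratios near 0 are scarce among called genes, so the median rests on a small majority of members. Ahsg rose from 102 to 539 FPKM and the urea cycle gene Ass1 from 0.664 to 12.8 FPKM, while Otc, another gene of that cycle, fell from 57.6 to 8.85 FPKM. The p53 targets had 8 higher and 6 lower genes and a median of 0.55, with Gadd45a rising from 61.7 to 295 FPKM and Tp53 from 59 to 141 FPKM while Phlda3 fell from 7.06 to 2.88 FPKM. Genes of DNA replication and the cell cycle had 15 lower and 10 higher members. Tyms fell from 43 to 10.9 FPKM, Prim1 from 282 to 80.4 FPKM and Ccne2, which overlaps Ints8, from 18.5 to 4.34 FPKM, while Cdc20 rose from 17.4 to 57.5 FPKM. Endoplasmic reticulum chaperones had 9 lower and 7 higher genes, a median of -0.38 and 0.30 relative to the housekeeping genes, with Ern1 rising from 3.89 to 29.6 FPKM and Creld2 falling from 96.7 to 33 FPKM. Heat shock proteins had 8 genes each way and a median of -0.13, which was 0.12 after centring on all genes, with Hspa4l rising from 6.05 to 49.9 FPKM and Hspd1 falling from 779.9 to 250.3 FPKM. The cytosolic ribosome had 39 lower and 16 higher genes and a median of -0.41, or 0.27 relative to the housekeeping genes, and pseudogenes may share its reads. Of markers of other states, both listed fetal liver and hepatoma markers and both listed cholangiocyte markers were lower, with medians of -1.62 and -1.38. Both listed fibroblast markers, Fn1 and Pdgfra, were higher with a median of 1.07, and none of 10 leukocyte and 8 endothelial markers was among the listed genes, which excludes nothing. Of 17 genes named in the study's text, 11 were lower and 3 were higher, with a median of -1.22.

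The next tests were chosen after the values had been seen. In Supplementary Data 1 the fatty acids of clones C1 and C4 rose in the same proportion as the deuterium-labelled compound of their panel, with a median ratio over it of 1.06 in C1 and 0.96 in C4. A candidate explanation is a factor shared by the compounds of the panel, such as the division by cell numbers, since a labelled compound added in equal amount per extract would rise where fewer cells are counted. The paper does not describe how the compound was used. The triglycerides had a median ratio over that compound of 1.70 in C1 and 3.08 in C4, so such a factor alone is argued against for them, although they come from another panel that may have been scaled in another way.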
